# Transcriptome and proteome analyses of adaptive responses to methyl methanesulfonate in *Escherichia coli *K-12 and *ada *mutant strains

**DOI:** 10.1186/1471-2180-9-186

**Published:** 2009-09-03

**Authors:** Jong Hwan Baek, Mee-Jung Han, Sang Yup Lee, Jong-Shin Yoo

## Abstract

**Background:**

The Ada-dependent adaptive response system in *Escherichia coli *is important for increasing resistance to alkylation damage. However, the global transcriptional and translational changes during this response have not been reported. Here we present time-dependent global gene and protein expression profiles following treatment with methyl methanesulfonate (MMS) in *E. coli *W3110 and its *ada *mutant strains.

**Results:**

Transcriptome profiling showed that 1138 and 2177 genes were differentially expressed in response to MMS treatment in the wild-type and mutant strains, respectively. A total of 81 protein spots representing 76 nonredundant proteins differentially expressed were identified using 2-DE and LC-MS/MS. In the wild-type strain, many genes were differentially expressed upon long-exposure to MMS, due to both adaptive responses and stationary phase responses. In the *ada *mutant strain, the genes involved in DNA replication, recombination, modification and repair were up-regulated 0.5 h after MMS treatment, indicating its connection to the SOS and other DNA repair systems. Interestingly, expression of the genes involved in flagellar biosynthesis, chemotaxis, and two-component regulatory systems related to drug or antibiotic resistance, was found to be controlled by Ada.

**Conclusion:**

These results show in detail the regulatory components and pathways controlling adaptive response and how the related genes including the Ada regulon are expressed with this response.

## Background

Alkylation damage to DNA occurs when cells encounter alkylating agents in the environment or when active alkylators are generated by nitrosation of amino acids in metabolic pathways [1,2]. The DNA damage by alkylating agents results in disruption of DNA function and cell death. The alkylating agents represent an abundant class of chemical DNA damaging agent in our environment and are toxic, mutagenic, teratogenic and carcinogenic. Since we are continuously exposed to alkylating agents, and since certain alkylating agents are used for cancer chemotherapy, it is important to understand exactly how cells respond to these agents. Alkylating agents are commonly used anti-cancer drugs and remain important for the treatment of several types of cancer [3,4]. Alkylating drugs are mostly methylating agents (e.g. temozolomide and streptozotocin, an antibiotic) or chloroethylating agents (e.g. carmustine, lomustine and fotemustine) [5]. The efficacies of these drugs are strongly modulated by DNA repair process. Thus, thorough understanding and controlling of the repair processes will allow development of new therapies by protecting normal tissues or by potentiating effects in the target tissues.

To cope with DNA alkylation damage, cells have evolved genes that encode proteins with alkylation-specific DNA repair activities. It is notable that these repair systems are conserved from bacteria to humans [6]. In *Escherichia coli*, cells exposed to a low concentration of an alkylating agent, such as *N*-methyl-*N'*-nitro-*N*-nitrosoguanidine (MNNG) or methyl methanesulfonate (MMS), show a remarkable increase in resistance to both the lethal and mutagenic effects of subsequent high-level challenge treatments with the same or other alkylating agents [7,8]. This increased resistance has been known as "adaptive response" to alkylation damage in DNA.

To date, four genes have been identified as components of this response, *ada*, *alk*A, *alk*B and *aid*B. The *ada *gene encodes the Ada protein, which has the dual function of a transcriptional regulator for the genes involved in the adaptive response, and a methyltransferase that demethylates two methylated bases (O^6^meG and O^4^meT) and methylphosphotriesters produced by methylating agents in the sugar phosphate backbone [6,9]. When methylated at Cys-69, Ada is converted to a potent activator for the transcription of the *ada *and *alk*A, *alk*B and *aid*B genes by binding to a consensus sequence referred to as an "Ada box" present in the promoter. The *alk*A gene encodes a glycosylase that repairs several different methylated bases, and the *alk*B gene, which forms a small operon with the *ada *gene, is required for error-free replication of methylated single-stranded DNA [10]. The *aid*B gene encodes the protein that appears to detoxify nitrosoguanines and to reduce the level of methylation by alkylating agents. Early studies have shown that the expression of the *ada-alk*B operon, *alk*A and *aid*B genes is positively controlled by Ada protein, after it interacts with methylated DNA [11-14]. In contrast, Ada protein also plays a pivotal role in the negative modulation of its own synthesis, and consequently, in the down-regulation of the adaptive response. The carboxyl-terminus of Ada protein appears to be necessary for this negative regulatory function; thus, Ada protein can act as both a positive and a negative regulator for the adaptive response of *E. coli *to alkylating agents [13]. The transcriptional activity of *E. coli *Ada protein is also directly regulated by posttranslational covalent modification; however, the regulatory components and pathways controlling the adaptive response have not been well studied.

Recent advances in functional genomics studies have facilitated understanding of global metabolic and regulatory alterations caused by genotypic and/or environmental changes. DNA microarray has proven to be a successful tool for monitoring genome-wide expression profiles at the mRNA level. Similarly, proteomics can be used to compare changes in levels of many proteins under particular genetic and environmental conditions. Furthermore, proteomic studies provide information on posttranslational modifications, which cannot be obtained from mRNA expression profiles; these have proven critical to our understanding of proper physiological protein function, translocation, and subcellular localization. Ideally, information obtained from these technologies needs to be integrated to better understand the phenotypic characteristics of the cell under a given condition [15]. Recently, combined transcriptome and proteome approaches have allowed large-scale analysis of biological systems at the mRNA and protein levels, providing us with a wealth of information that is useful in data-driven discovery [16-19].

In this paper, we report the global expression changes in the gene and protein levels of *E. coli *K-12 W3110 and *ada *mutant strains in response to alkylating agents. In addition, the differences between the wild-type and mutant strains without treatment of alkylating agents were characterized at transcriptome and proteome levels. The analysis of time- and strain-dependent adaptive responses revealed the regulatory and physiological characteristics of the Ada-dependent adaptive response in *E. coli*.

## Results and discussion

### Growth profiles of *E. coli *W3110 and *ada *mutant strains under MMS-treated and -untreated conditions

Growth of the *ada *mutant strain was reduced in LB medium without MMS addition according to culture time, and reached the final OD_600 _of 3.48, which was about 1.5-fold lower than that of the wild-type (Figure 1). In order to induce adaptive responses that increase resistance to alkylation damage to DNA, cells were treated with 0.04% MMS at an OD_600 _of 0.4 [20]. As shown in Figure 1, the growth of both strains gradually retarded following MMS addition. The final OD_600 _of 3.70 and 2.22 were reached at 11 h for the wild-type and the *ada *mutant strains, respectively, which were significantly lower than those of the control cultures. However, there were no noticeable differences in cell size and morphology between the *ada *mutant and its parent strains. Growth of the *ada *mutant strain was found to be additionally inhibited after the MMS treatment. This indicates that the defect in the *ada *gene negatively influences cell growth even under the normal condition, and especially the *ada *product has an important role in adaptive responses when alkylating agents are present, as has been shown previously [21]. The difference of growth between the strains will be discussed later combined with transcriptome and proteome analyses. It should be noted that the last sampling points are in the middle of stationary phase for all strains with and without MMS treatment, which becomes evident when the growth curve is redrawn in log-scale.

**Figure 1:**
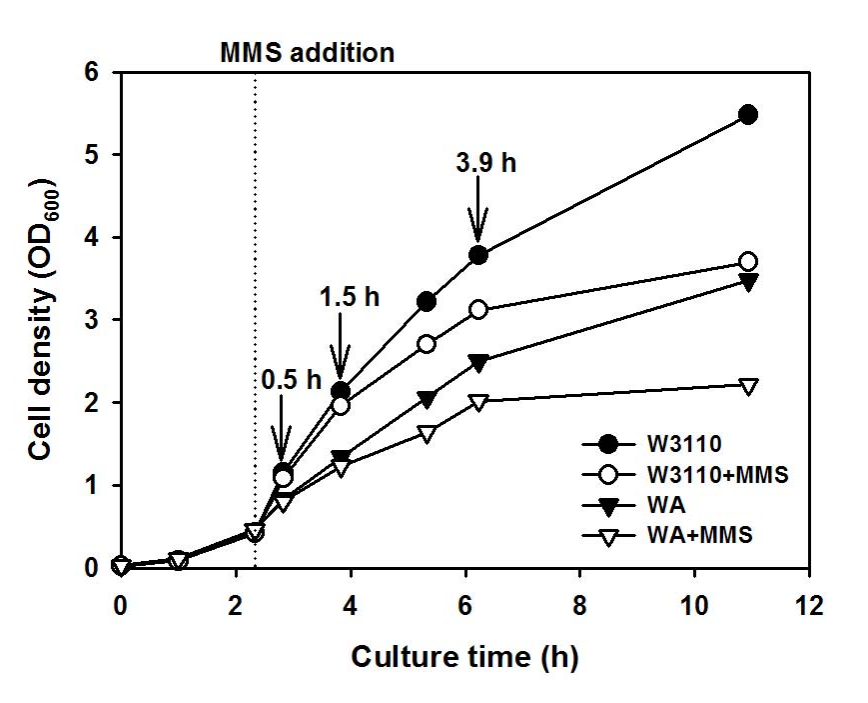
**Growth profiles of *E. coli *W3110 (circle) and its *ada *mutant (triangle) strains**. Each strain was cultivated with or without 0.04% MMS treatment (open or filled symbols, respectively) at the exponential phase (at 2.8 h; dotted line). Arrows indicate the sampling times (0.5, 1.5 and 3.9 h after MMS treatment) for transcriptome and proteome analyses.

### Transcriptome and proteome profiles of *E. coli *W3110 in response to MMS

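Transcripts were compared on 2-colour oligonucleotide arrays of E. coli genes in the wild-type strain W3110 and in its ada mutant, in which the ada gene is disrupted. MMS (methyl methanesulfonate) is a chemical that methylates DNA. In 6 comparisons, cDNA of cells collected 0.5 h, 1.5 h or 3.9 h after addition of 0.04% (v/v) MMS carried Cy5, and cDNA of the untreated culture of the same strain and time carried Cy3. The dyes were not exchanged in any comparison used here, so an effect of the dye cannot be separated from an effect of MMS. The authors kept spots with intensities above background, divided each fluorescence intensity by the sum of its channel and deposited 1 log2 ratio per gene and comparison. The paper states that duplicate experiments were carried out, but its text does not say how the 2 were combined, and the values used here hold 1 column per comparison. No value therefore has a replicate check, and no p-value is given. The number of arrays limits the precision.

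The log2 ratios were used as deposited, and a gene was called up-regulated above 1 and down-regulated below -1 on the log2 scale, which is the paper's 2-fold threshold. A log2 ratio was present for 4043 genes in the wild-type comparisons and for 4022 in those of the ada mutant. The median log2 ratio over all genes was -0.12, -0.0047 and 0.33 at 0.5 h, 1.5 h and 3.9 h in the wild-type, and 0.95, -0.15 and 0.00056 in the ada mutant. The disrupted gene itself, ada, had a log2 ratio of 0.21 in the untreated ada mutant over the untreated wild-type, and of 1.29, 0.49 and 0.31 at 0.5 h, 1.5 h and 3.9 h of MMS treatment in the mutant, so its probe does not tell the strains apart without MMS.

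The gene names were placed in their order on the chromosome by the locus tags of the E. coli MG1655 assembly ASM584v2, to which 4154 of 4280 names matched. In the wild-type at 0.5 h, the log2 ratios of directly adjacent genes had a correlation across genes of 0.065, and those of genes 2 positions apart of 0.525. As an alternative chosen after this pattern was seen, the median of the 10 nearest genes at even distances was subtracted from each gene and the median of all genes added back. The result is called here the neighbour-subtracted log2 ratio.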

Transcriptome and proteome analyses were performed for the samples taken at 0.5, 1.5 and 3.9 h following MMS treatment for both MMS-treated and -untreated control cultures, and the expression levels were compared. Those genes and proteins which were differentially expressed by greater than 2-fold or less than a half in MMS-treated cells compared with the controls (MMS-untreated cells) were considered to be meaningfully up- or down-regulated ones by MMS treatment.

To find further functional characteristics of genes implicated in adaptive response, differentially expressed genes of known function were selected and classified according to functional category [22] (Figure 2). At 0.5 h following MMS treatment, 139 genes were found to be up-regulated, while no gene was down-regulated. 

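In the wild-type at 0.5 h, 239 of 4043 genes had a log2 ratio above 1 and 0 had one below -1. In the functional groups that the authors' supplementary lists give for these 239 genes, 139 belong to a group of known function. The highest log2 ratios were those of alkB, dinP, cysH, sbmC and yfhF, with 5.34, 3.30, 2.89, 2.85 and 2.84. The lowest was -0.87, of infA. At 1.5 h, 173 genes were above 1 and 31 below -1. The count of up-regulated genes moved most under the 3-fold threshold, to 66 genes at 0.5 h, and it was 86 with neighbour-subtracted log2 ratios. Of 224 called genes with a neighbour-subtracted value, 83 stayed above 1.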

Proteome analysis showed the induction of 17 protein spots in MMS treated cultures (Figure 3, Additional file 1: Table S1). The most strongly induced proteins were those involved in DNA replication, recombination, modification and repair (RecA and Mfd); cell process including adaptation and protection (AhpF, HtpG, NfnB and YfiD); translation and posttranslational modification (DsbA, InfB, ProS, RpsB, ThrS and one isoform of Tsf); and others (Eda, GlpD, RpoC, YjgF and YeaG). Interestingly, a different isoform of elongation factor Ts (encoded by the *tsf *gene) was detected in the case of MMS-treated cells, the spot intensity of which significantly increased with exposure time to MMS. In contrast, the total amount of this protein was not significantly changed over time similarly to the mRNA expression level (Figure 3). In addition, GrcA (Synonyms: YfiD) known to be induced by acid stress had also two isoforms (spots 12 and 13) on the 2-D gels. 

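The tsf transcript had log2 ratios of 0.20, -0.21 and -0.68 at 0.5 h, 1.5 h and 3.9 h in the wild-type. All lie within the 2-fold threshold on the values as deposited, and at 3.9 h tsf passed it, at -1.01, when the median of all genes was set to 0.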

The response tendency of the total level of this protein was similar to that of the gene expression level (Figure 3). These results indicate that MMS treatment triggers synthesis of some proteins in different isoforms by posttranslational modification.

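The yfiD transcript had log2 ratios of 0.51, -0.13 and -1.13 at 0.5 h, 1.5 h and 3.9 h in the wild-type, so that only the last lay past the 2-fold threshold.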

**Figure 2:**
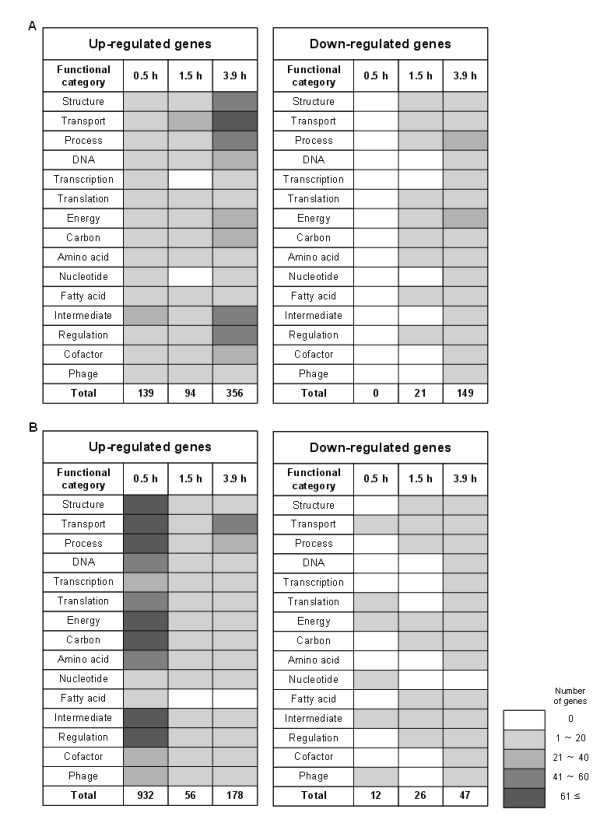
**Distribution of differentially expressed genes**. *E. coli *W3110 (A) and its *ada *mutant (B) strains at each time profile (0.5, 1.5 and 3.9 h) were sampled and compared after MMS treatment based on the corresponding untreated control. The up- or down-regulated genes at each time point were counted after classification by functional categories according to the *E. coli *genome information [22]. Categories: Structure, cell structure, membrane proteins, structural proteins; Transport, transport and binding proteins, putative transport proteins; Process, cell processes including adaptation and protection; DNA, DNA replication, recombination, modification and repair; Transcription, transcription, RNA processing and degradation; Translation, translation, post-translational modification; Energy, energy metabolism; Carbon, carbon compound catabolism; Amino acid, amino acid biosynthesis and metabolism; Nucleotide, nucleotide biosynthesis and metabolism; Fatty acid, fatty acid and phospholipid metabolism; Intermediate, central intermediary metabolism; Regulation, regulatory function, putative regulatory proteins; Cofactor, biosynthesis of cofactors, prosthetic groups and carriers; Phage, phage, transposon or plasmid. The number of total genes was indicated at the bottom of each heat map.

**Figure 3:**
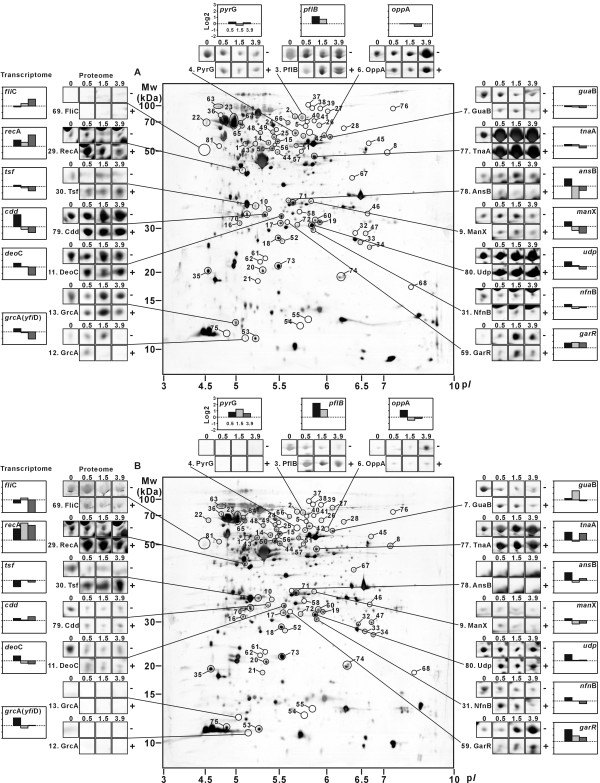
**Proteome and transcriptome profiles of *E. coli *W3110 (A) and its *ada *mutant (B) strains**. The proteins showing significantly altered levels according to exposure time of MMS are indicated on each 2-D gel as circles when samples taken from MMS-treated cells were compared to the corresponding untreated control. Of these, seventeen zoomed in areas highlighted from the 0 h profile gel of each strain are compared to corresponding protein spots of the 0.5, 1.5 and 3.9 h profile gels with (+) or without (-) MMS addition. Also, the fold difference (log2 scale) of expression level of the corresponding genes of *E. coli *W3110 (A) and *ada *mutant strains (B) under MMS-treated and -untreated conditions are shown next to the panels of proteome spots.

As expected, 13 genes involved in DNA replication, repair and modification (*ada*, *alk*B, *din*D, *mut*S, *pol*B, *rec*N, *rne*, *sbm*C, *tpr*, *tus*, *umu*D and *uvr*AB) were up-regulated to allow prevention and repair of replication-blocking lesions in *E. coli *cells exposed to alkylation stress. Among these, the genes in the Ada regulon, *ada *and *alk*B were strongly induced, which indicates that cells experiencing DNA damage in response to MMS exposure try to mend the damage by inducing the DNA repair system that is regulated by Ada. In addition to the Ada transcriptional regulator (*ada*), the expression of the genes encoding other transcriptional regulators, such as the *ara*C, *kdp*E, *mar*A, *yad*W, *yaf*C, *ybd*O and *ykg*D genes, was significantly up-regulated as seen in the 0.5 h transcriptome profiles. These regulators might influence a dynamic network of the adaptive response. 

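All 13 genes had a log2 ratio above 1 at 0.5 h in the wild-type, from 1.20 for rne upwards. Those of recN, polB, dinD and umuD were 2.01, 1.93, 1.84 and 2.17, those of tus and tpr 2.44 and 1.56, and those of mutS, uvrA and uvrB 1.41, 1.21 and 1.45. Under the 3-fold threshold, 8 of the 13 stayed called. With neighbour-subtracted values, 11 of the 13 stayed above 1, and rne (0.59) and uvrB (0.34) did not. The umuC gene, which follows umuD, had a log2 ratio of -0.02 here.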

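The log2 ratio of ada at 0.5 h was 2.71 in the wild-type, or 1.86 when neighbour-subtracted. That of alkB, the highest of all 4043 genes, was 4.64 when neighbour-subtracted. From the induction of ada and alkB, the paper concludes that cells with DNA damage from MMS induce the repair system regulated by Ada.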

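For 6 of the 7 genes a log2 ratio was found, since yadW matched no gene name in the table. All 6 were above 1 at 0.5 h in the wild-type. The log2 ratios of araC and ykgD were 2.27 and 1.96, those of kdpE and ybdO 1.44 and 1.25, and those of marA and yafC 1.08 and 1.01. With neighbour-subtracted values, araC (1.42) and marA (1.38) stayed above 1, while ykgD (0.96), ybdO (0.49), kdpE (0.30) and yafC (0.04) fell below it.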

The transcriptome experiments also revealed that genes related to a variety of other cell processes, including chaperones (*hsc*A and *htp*G), degradation of small molecules (*cai*BDT), and adaptation and protection (*bet*A, *gef*, *htg*A, *ibp*A and *mar*A), were induced after MMS treatment. These responses are consistent with the proteome data showing the induction of four proteins (AhpF, HtpG, NfnB and YfiD) categorized into the adaptation and protection function. Induction of these proteins seems to be involved in the protection of genes and/or proteins against MMS toxicity.

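All 10 genes had a log2 ratio above 1 at 0.5 h in the wild-type. The chaperone genes hscA and htpG had 1.19 and 1.64. The values of caiB, caiD and caiT were 1.66, 1.38 and 1.79, while caiA, caiC and caiE, which lie between and beside them and were chosen after their values were seen, had -0.32, -0.07 and -0.32. Those of gef, ibpA, htgA and betA were 1.96, 1.52, 1.39 and 1.32. Neighbour-subtracted values exist for 9 of the 10 genes, and 4 of these, htpG, ibpA, htgA and marA, stayed above 1. Those of caiB, caiD and betA fell to 0.43, 0.14 and 0.34.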

In addition, a large number of genes with altered expression levels (356 up-regulated and 149 down-regulated) was seen in 3.9 h profiles for *E. coli *W3110 cells (Figure 2). These mainly included genes involved in structure, cell process and transport. These larger changes in the expression level might be due to the complicated response in the stationary phase to alkylating agents. 

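In the wild-type at 3.9 h, 719 genes had a log2 ratio above 1 and 221 had one below -1. In the groups of the authors' supplementary list, 356 of the 719 have a known function; the list of down-regulated genes at this time was not analysed here. The highest values were those of alkB, ykgI, yaiT, yaiP and t150, with 3.71, 2.89, 2.78, 2.77 and 2.71, and the lowest those of hyaB, hyaA, dniR, hyaC and dctA, with -2.38, -2.28, -2.10, -2.06 and -2.06. When the median of all genes was set to 0, 408 genes were up-regulated and 441 down-regulated, so the split between them depends on the centring. Of 672 up-regulated genes with a neighbour-subtracted value, 338 stayed above 1.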

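Of the 719 genes up-regulated at 3.9 h, the authors' supplementary list places 84 in transport and binding proteins or putative transport proteins. It places 49 in cell processes, 37 in cell structure, 7 in structural proteins and 1 in membrane proteins. Carbon compound catabolism holds 24, central intermediary metabolism 22 and DNA replication, recombination, modification and repair 21. The largest group was that of hypothetical, unclassified and unknown genes, with 318. How many of all genes on the array each group holds was not used here, so these counts say nothing about enrichment.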

Previously, Sedgwick et al. [1] reported that the Ada regulon could be induced during stationary phase and could protect against active alkylators produced by nitrosation of amino acids in non-growing cells. Therefore, an increase in expression of the adaptive response genes, in parallel with expression of the genes producing active alkylators during the stationary phase prevents alkylation damage to DNA and subsequent mutagenesis.

### Transcriptome and proteome profiles of the *ada *mutant strain in response to MMS

The transcriptional and translational responses of the *ada *mutant strain to alkylation stress were vastly different from those observed in W3110 strain (Figure 2). 

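Across genes, the log2 ratios of both strains had a correlation (Pearson's r) of -0.142 at 0.5 h, 0.380 at 1.5 h and 0.725 at 3.9 h. Genes are not independent replicates, so these describe the arrays only. Both strains called 111 genes up-regulated at 0.5 h, 32 at 1.5 h and 293 at 3.9 h. With neighbour-subtracted values the correlation at 0.5 h was -0.035. In all 6 MMS comparisons polB, recN and ykgI were up-regulated; ykgI was chosen after its values were seen. With neighbour-subtracted values recN stayed above 1 in all 6, and polB and ykgI in 2 each. From the changes in the mutant transcriptome and proteome (Fig. 2), the paper states that the responses of the strains were vastly different.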

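In the ada mutant at 0.5 h, 1887 of 4022 genes, or 46.9%, had a log2 ratio above 1, which is 7.90 times the count in the wild-type at that time. The whole distribution lay higher than in the wild-type, and 88.5% of the genes were above 0. This count moved most when the median of all genes was set to 0 in each comparison. It was then 273 in the ada mutant and 305 in the wild-type, a ratio of 0.895. With the 3-fold threshold, 723 genes were called in the mutant. The highest log2 ratios were those of recN, yadD, yhdW, yjjP and yadK, with 3.28, 3.19, 3.15, 2.92 and 2.89.

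**Figure D1:**
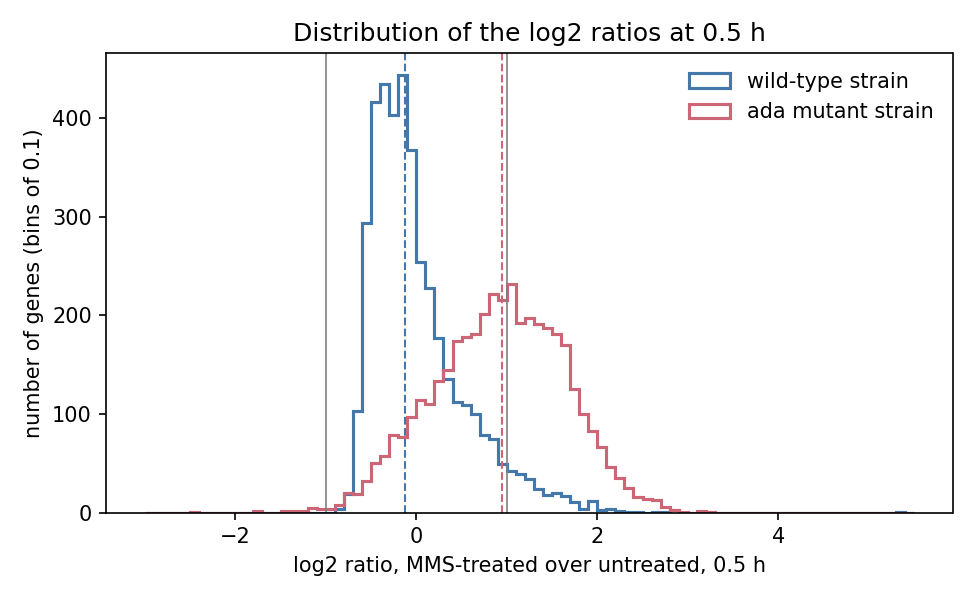
Number of genes (vertical axis) by log2 ratio of MMS-treated over untreated cells at 0.5 h (horizontal axis) in the wild-type strain and the ada mutant strain. Dashed lines mark the medians of -0.12 and 0.95, and grey lines the 2-fold threshold at -1 and 1; the median of the ada mutant lies just below the threshold.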

In the *ada *mutant strain, the expression levels of many more genes were significantly changed at 0.5 h after MMS treatment; 932 genes were up-regulated, which was about seven-fold more than that observed in the wild-type strain. Also, 12 genes of known function were down-regulated (Figure 2). 

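On the values as deposited, 18 genes of any function had a log2 ratio below -1 in the ada mutant at 0.5 h. The lowest were those of yagP, yagB, speE, yfaD and ykgE, with -2.47, -1.77, -1.73, -1.50 and -1.43. With the median of all genes set to 0, 413 genes were down-regulated. At 1.5 and 3.9 h, 32 and 72 genes were down-regulated in the mutant and 102 and 366 up-regulated.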

The responses of the *ada *mutant to alkylating agents revealed several common themes, including the activation of genes involved in the transport of ions, sugars and amino acids and in detoxification processes (Figure 4). This result indicates that the *ada *mutant cells induce various genes related to influx or efflux of solutes as a means of preventing and repairing alkylation damage. However, unlike the wild-type cells, in which these genes were up-regulated at 3.9 h after MMS treatment, the expression of transport genes was down-regulated in the *ada *mutant cells after the initial alkylation stress was compensated. 

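The 84 transport genes up-regulated in the wild-type at 3.9 h were followed in the ada mutant, where 82 had a value. Their median log2 ratio there was 1.22 at 0.5 h, 0.05 at 1.5 h and 0.85 at 3.9 h. At 0.5 h, 51 of the 82 were above 1 and 1 below -1. At 1.5 h, 0 were above 1 and 0 below -1. At 3.9 h, 34 were above 1 and 0 below -1, and 80 of the 82 lay above the median of all genes. These genes were chosen by their values in the wild-type, and the corresponding list of the ada mutant was not used here.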

Based on these results, it can be assumed that the transport system substitutes for the adaptive response system in the *ada *mutant strain to coordinate the instant activation of the cellular repair systems after MMS treatment. More details are described below.

**Figure 4:**
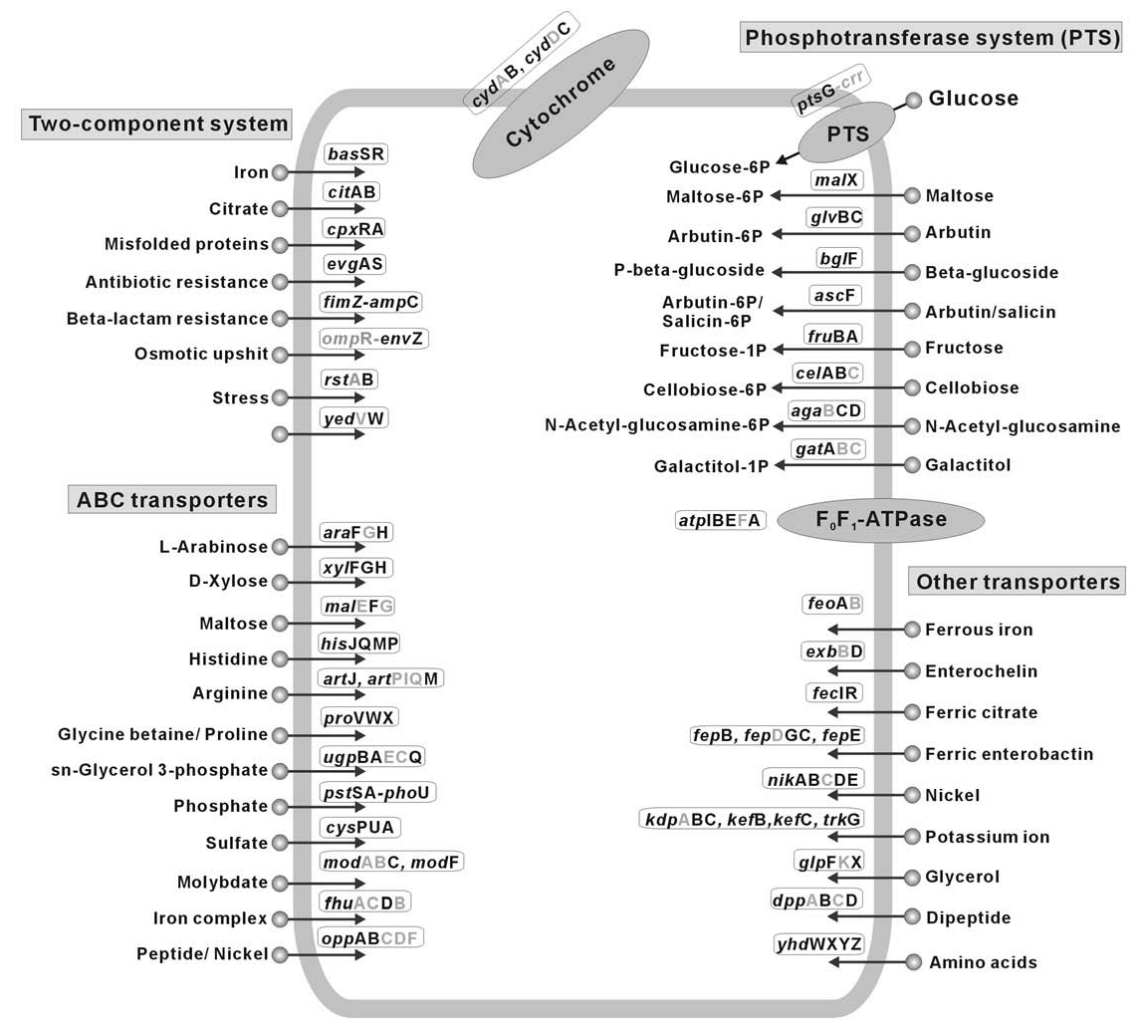
**Schematic diagram of up-regulated genes in the MMS-treated *E. coli ada *mutant strain**. The two-component system related to drug or antibiotic resistance and the operons of genes related to respiration and transport are shown. The genes up-regulated more than 2-fold by 0.5 h MMS treatment, based on the corresponding untreated control in the *ada *mutant strain, are indicated in black bold type.

Proteome analysis showed variations in the production levels of 21 protein spots; the spot intensities of 18 proteins increased while 3 proteins decreased (Figure 3, Additional file 1: Table S1). Consistent with the transcriptome data, the intensities of proteins involved in metabolism and transport were increased. Proteins that showed significantly increased spot intensities in MMS-treated *ada *mutant cells at 0.5 h included enzymes for DNA replication, recombination, modification and repair (RecA and Mfd); cell process including adaptation and protection (AhpF, CheA, HtpG and NfnB); translation and posttranslational modification (RpsB, ThrS and an isoform of Tsf); transport and binding proteins (DppA and OppA); metabolisms (FabG, GlpA, PflB, PyrG (spot no. 42) and TreC), and YeaG. Similar to proteome profiles of MMS-treated wild-type cells, one isoform of elongation factor Ts (Tsf) was detected on 2-D gels of MMS-treated *ada *cells. 

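In the ada mutant, the fliC transcript had log2 ratios of -0.50, 0.29 and -2.07 at 0.5 h, 1.5 h and 3.9 h of MMS treatment, the last being the lowest of all genes in that comparison. Relative to the median of all genes, its value at 0.5 h was -1.45, which is past the 2-fold threshold. At the 0.5 h sampling point, the untreated mutant had more fliC transcript than the untreated wild-type; the later points were not compared between untreated strains.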

Interestingly, the MMS treatment of the *ada *mutant cells resulted in the significant repression of the FliC involved in flagellar biosynthesis, which is consistent with down-regulated expression of this gene in transcriptome data (Additional file 1: Table S1).

In general, *E. coli *responds to alkylation stress by activating sets of co-regulated genes that help the cell to maintain homeostasis. However, the *ada *mutant cells would require a more rapid increase in the expression levels of specific genes for DNA repair in response to methylating agents, due to the lack of the Ada-dependent response mechanism. It can be seen from the 0.5 h profiles that the adaptive response mediates the induction of 23 genes involved in DNA replication, recombination, modification and repair, such as *b1360*, *din*D, *lar, mod*F, *mut*H, *ogt*, *phr*B, *pin*O, *pol*B, *pri*A, *rec*ANT, *rnb*, *rnp*A, *ruv*B, *tpr*, *umu*CD, *uvr*A, *yee*S, *yfb*L and *yfj*Y. MMS treatment also caused a strong induction of the drug or antibiotic resistance genes, most of which are located in cell membrane (Figure 4, Additional file 2). 

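A log2 ratio was present for 21 of the 23 genes in the ada mutant at 0.5 h; rnb and rnpA have a value only in the untreated comparison. All 21 were above 1, with a median of 2.01 and a range from 1.73 for mutH upwards, and all 21 lay above the median of all genes. When that median was set to 0, 14 of the 21 stayed above 1. The highest after recN were dinD (2.83), umuC (2.68), umuD (2.50) and recT (2.48). Of the 21, 7 were above 1 in the wild-type at 0.5 h, and the median of the 21 was -0.03.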

Proteome profiles also showed that RcsB was increased in MMS-treated *ada *mutant cells. Taken together, the profiles for the *ada *mutant strain defective in adaptive response showed a far more rapid transcriptional response following MMS treatment when compared to the wild-type. From these results, we reasoned that the responses observed at earlier time point might allow identification of direct targets of the adaptive response, while the long-exposure time profiles would reflect more complex regulation in cellular networks, including both stationary phase responses by the *rpo*S gene product [23,24] and adaptive response by alkylating agents. Thus, the transcriptional and translational profiles of the wild-type and the *ada *mutant strain at 0.5 h were analyzed in more detail.

### Differences in expression levels between wild-type and *ada *mutant strains under normal growth condition

In order to examine the intracellular changes that are induced by the *ada *gene deletion in the MMS-untreated, normal growth condition, the expression levels of genes and proteins of *ada *mutant cells were first compared with those of wild-type cells at the mid-log growth phase (at 0.5 h sampling point). 

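In this comparison, cDNA of the untreated ada mutant carried Cy5 and cDNA of the untreated wild-type Cy3, both from cells of the 0.5 h sampling point. The values were made as in the MMS comparisons, and 1 column of log2 ratios, with 4276 genes, was used as deposited, with no replicate check. The median over all genes was 0.0078 and the standard deviation across genes 0.385. The untreated wild-type at 0.5 h is also the control of the wild-type MMS comparison at 0.5 h, and the untreated mutant that of the mutant MMS comparison. Across genes the correlation with the wild-type MMS comparison was 0.479, while simulated unchanged groups with a shared control gave 0.513. With the mutant MMS comparison it was 0.146, while simulated unchanged groups with a culture shared in opposite channels gave -0.483. The MMS comparisons at 1.5 and 3.9 h hold no sample of the 0.5 h sampling point. With these the correlation was 0.314 and 0.485 in the wild-type, and 0.232 and 0.455 in the ada mutant. A correlation of about the size seen with the wild-type at 0.5 h thus also occurred without a shared control sample of 0.5 h. The later control samples may come from the same cultures, so a shared culture is not excluded. The correlation of genes 2 positions apart on the chromosome was 0.613, and that of adjacent genes -0.0058.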

The number of genes differentially expressed at greater than 2-fold levels was small. 

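In the untreated comparison, the highest log2 ratios after that of fliC were those of yfaH (2.10), flgE (1.35), ykfB (1.35) and tar (1.27), and the lowest those of carA (-2.61), dniR (-1.95), proS (-1.37), lpdA (-1.17) and yaeD (-1.14). Above 1 lay 69 genes and below -1 lay 10. Under the 3-fold threshold, 2 genes were up-regulated and 2 down-regulated, while a threshold of 2 standard deviations called 238 and 23. With neighbour-subtracted log2 ratios 9 genes were up-regulated and 18 down-regulated, and 8 of 67 up-regulated genes with such a value stayed above 1.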

Only 69 and 10 genes were up- and down-regulated, respectively, in the *ada *mutant strain compared to the wild-type strain (Additional file 2). 

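The fliC gene, which encodes flagellin, had the highest log2 ratio of the untreated comparison, 3.13, and 3.10 when neighbour-subtracted. Those of flgC, flgG and fliA were 1.17, 1.07 and 1.07, and that of cheW was 1.25. All 7 genes in this group, flgE included, lay above the 2-fold threshold. With neighbour-subtracted values fliC and tar (1.37) stayed above it, and flgC, flgE, flgG, fliA and cheW had 0.88, 0.80, 0.52, 0.46 and 0.57. Since flagellar and chemotaxis genes lie in clusters, the subtraction also removes signal that they share. Within the flg genes the values alternated, since flgB, flgD, flgF and flgH had 0.63, 0.77, 0.36 and 0.27.

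**Figure D2:**
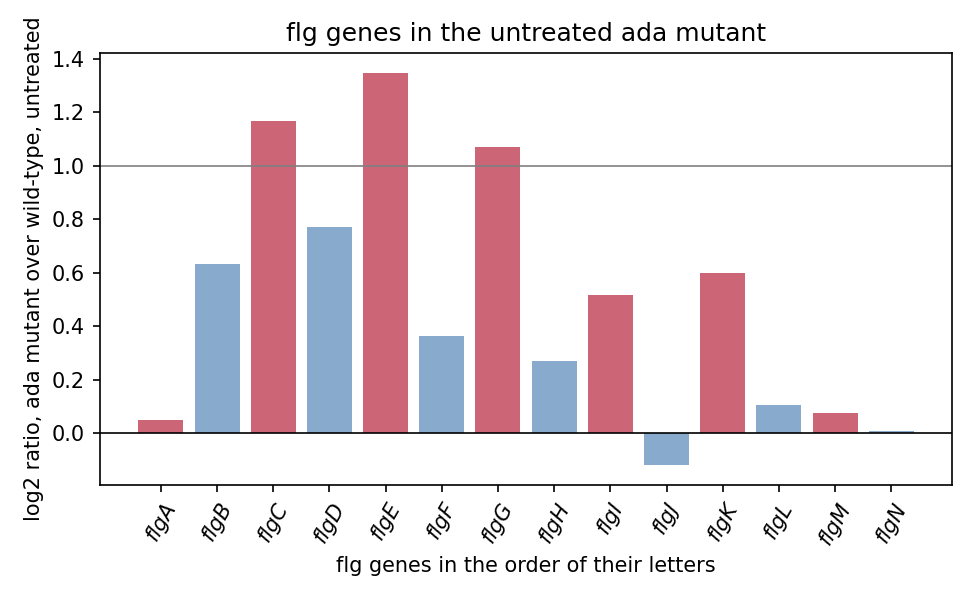
Log2 ratio of the untreated ada mutant over the untreated wild-type (vertical axis) for the flg genes in the order of their letters (horizontal axis), which for flgB to flgL is their order on the chromosome. The grey line marks the 2-fold threshold at 1; flgC, flgE and flgG lie above it and their neighbours below, and colours mark alternate genes.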

Interestingly, the expression levels of the genes involved in flagellar biosynthesis (*flg*CEG and *fli*AC) and chemotaxis (*tar *and *che*W) were higher in the *ada *mutant strain than in the wild-type. Proteome analysis indicated 26 protein spots that were clearly affected in the *ada *mutant cells, half of them being significantly over-produced compared with the wild-type strain, while the others being under-produced (Additional file 1: Table S1). Eight proteins, including CheAY, FliC, GlnA, InfB, Mfd, OsmY and PyrG (spot no. 42), were present only in the *ada *mutant strain, while AnsB, GrcA (two spots), OppA and PyrG (spot no. 4) were detected only in the wild-type strain. Interestingly, the *ada *mutant cell showed a different isoform distribution for CTP synthase (PyrG) compared with that of the wild-type. This finding suggests that the *ada *mutation alters this protein by posttranslational modification.

Consistent with the transcriptome data, the main differences between the two strains were identified as the flagellar biosynthesis protein (FliC) and chemotaxis proteins (CheAY). These results indicate that Ada might be a negative regulator of bacterial chemotaxis under normal growth condition. In addition, the small differences between the strains suggest the limited role that Ada plays under normal growth condition. 

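Beyond the genes named in the paper, the family of flagellar genes (flg, flh, fli and mot; 42 genes with a value) had a median log2 ratio of 0.38 in the untreated comparison, at the 100th percentile of 10000 random lists of the same size. That of the chemotaxis genes (11 genes) was 0.71, at the same percentile. These percentiles describe the arrays and are not a test of the strains. With neighbour-subtracted values they were 52.8 and 87.6, the largest move under any alternative. These genes lie in clusters, so that subtraction also removes signal they share. Neighbours were therefore also taken only from outside both families. The flagellar genes were then at 91.05 (14 of 42 genes) or, in a wider window, 95.14 (all 42). The chemotaxis genes were at 67.62 (3 of 11) or 97.1 (all 11). Whether an array layout accounts for the flagellar increase stays open. From the higher transcript levels together with the proteins FliC, CheA and CheY, the paper proposes that Ada might be a negative regulator of chemotaxis under normal growth.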

In fact, there have been no reports on any other functions of Ada except its adaptive response to protect cells from DNA damage by alkylating agents [21]. However, our study indicates that Ada plays an additional role as a transcriptional regulator under normal growth condition and this can be a reason why the final concentration of the *ada *mutant strain was lower than that of the wild-type strain, as shown in Figure 1.

### Expression levels of the genes in the Ada regulon

As mentioned previously, the adaptive response set of genes is comprised of the *ada*, *alk*A, *alk*B and *aid*B genes [7]. Expression of these genes is regulated by Ada, and their induction provides protection against alkylation damage to DNA. To validate the expression levels of these genes in response to alkylation damage, we examined their transcriptional levels in both *E. coli *W3110 and the *ada *mutant strains at three different time points after MMS treatment, by both DNA microarray and real-time PCR analyses (Figure 5). As expected, the results obtained from real-time PCR analysis strongly correlated with those from DNA microarray analysis (r^2 ^= 0.90). 

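The alkA transcript of the ada mutant had log2 ratios of 1.30, -0.12 and 0.03 at 0.5 h, 1.5 h and 3.9 h, and the aidB transcript -0.72, -0.15 and -0.78. The value of alkA at 0.5 h lay 0.35 above the median of all genes of that comparison, that of ada 0.34 above it, and the value of aidB relative to it was -1.67.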

The expression levels of the genes in wild-type and mutant strains were obviously different in MMS-treated condition. However, they were not significantly changed over time in the *ada *mutant strain, compared with those of its parent strain. On the other hand, the *alk*A and related genes showed gradually increased or decreased expression levels over the time in the wild-type and mutant strains, respectively. This implies that the adaptive response resulting from the up-regulation of these genes was not induced in the absence of the *ada *gene. This finding is in good agreement with previous reports showing that the expression of these four genes is positively controlled by Ada only after it interacts with methylated DNA [11-14].

**Figure 5:**
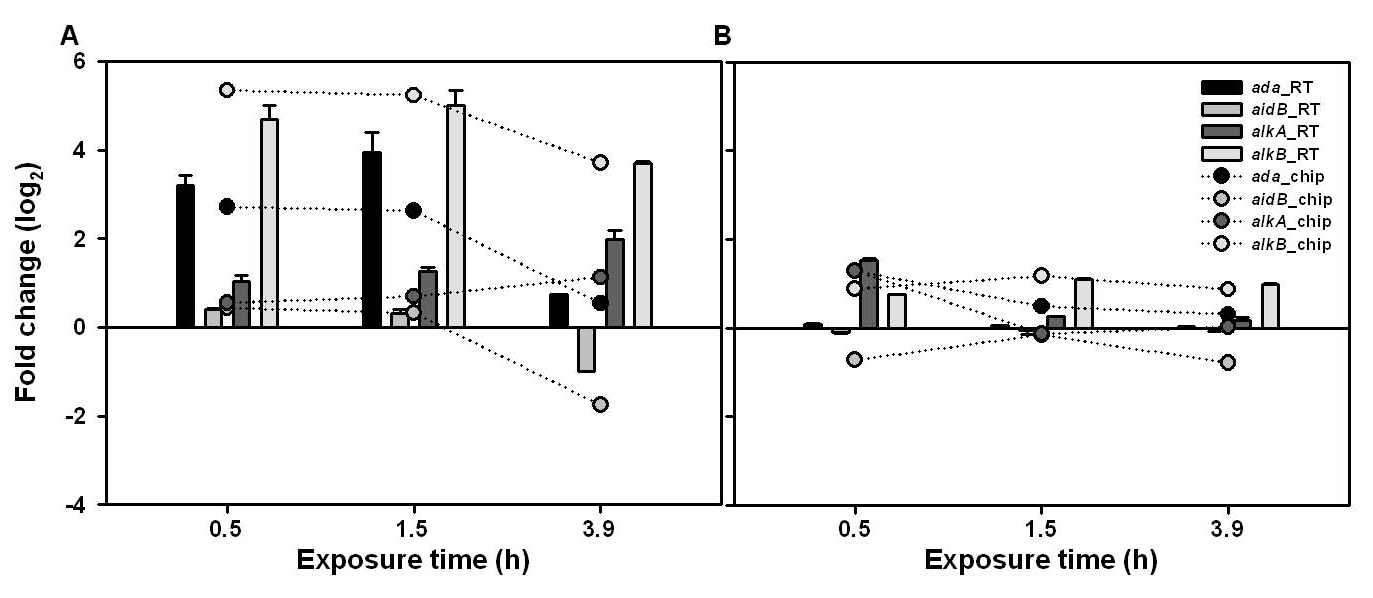
**The expression levels of the Ada regulon**. The expression levels of the *ada*, *aid*B, *alk*A and *alk*B genes of *E. coli *W3110 (A) and its *ada *mutant (B) strains at each time profile (0.5, 1.5 and 3.9 h) after MMS treatment were revealed by DNA microarray (chip) and real-time PCR (RT) analyses, compared to the corresponding untreated control. The real-time PCR experiments were conducted at least three times with independently isolated RNA sample.

The expression profiles of genes involved in the adaptive response of *E. coli *could be divided into two groups: namely, *ada*-like or *alk*A-like expression profiles. 

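In the wild-type, ada had log2 ratios of 2.63 at 1.5 h and 0.54 at 3.9 h, and alkB had 5.23 at 1.5 h. Those of aidB were 0.44, 0.32 and -1.75 at 0.5 h, 1.5 h and 3.9 h, so that aidB passed the 2-fold threshold downwards only.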

The *ada*-like expressed genes including the *ada*, *alk*B and *aid*B genes showed the highest expression levels relatively early after MMS addition (at 0.5 h and 1.5 h profiles) and decreased later. On the other hand, the *alk*A-like expressed genes, such as the *alk*A gene, presented a gradually increased expression level over the time. 

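The log2 ratios of alkA in the wild-type were 0.55, 0.69 and 1.13 at 0.5 h, 1.5 h and 3.9 h. The last passed the 2-fold threshold on the values as deposited, and was 0.80 relative to the median of all genes.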

A previous study showed that the *ada *and *alk*A genes are regulated by a distinct mechanism in response to alkylation damage [21], and this is supported by our data. However, the differences in the expression levels of the four genes (*ada*, *alk*A, *alk*B and *aid*B) between the wild-type and *ada *mutant strains were negligible under normal condition (data not shown), which suggests that this adaptive response might reflect an inducible mechanism that generates genetic variability in times of alkylation stress.

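In the untreated ada mutant relative to the untreated wild-type, alkA had a log2 ratio of -0.16, aidB of 0.26 and alkB of 0.82. None of the 3 was past the 2-fold threshold.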

### Increased expression levels of the genes and proteins involved in flagellar biosynthesis and chemotaxis

The synthesis and proper functioning of the flagellar and chemotaxis system require the expression of more than 50 genes, which are divided among at least 17 operons constituting the large, coordinately regulated flagellar regulon [25]. As described above, even under normal growth condition, the expression levels of the genes belonging to this group were increased in the *ada *mutant strain compared to the wild-type strain, and were further increased at 0.5 h following MMS treatment. 

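The same family of flagellar genes, of which 40 had a value in the ada mutant at 0.5 h, had a median log2 ratio of 0.09 in that comparison, or -0.86 relative to the median of all genes. This was at the 0th percentile of 10000 random lists of the same size, and at the 13.2th when neighbour-subtracted. The chemotaxis genes had a median of 0.27, at the 0.895th percentile. Of the 7 genes raised in the untreated mutant, 0 were above 1 after MMS. Those of flgC, flgE, flgG and cheW were -0.51, -0.13, -0.04 and 0.48. The untreated mutant at 0.5 h is the numerator of the untreated comparison and the control of this one.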

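At 0.5 h in the ada mutant, flhC and flhD had log2 ratios of 0.96 and 0.95, which lie above the median of all genes by 0.0086 and 0.0026. Those of flgA, flgH and flhB were 1.27, 1.28 and 1.38, and those of fliS and fliT 0.91 and 1.71.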

The key master regulator, encoded by *flh*CD, was moderately increased in the *ada *mutant cells at 0.5 h after MMS treatment and five additional flagellar biosynthesis genes (*flg*AH, *flh*B and *fli*ST) were also up-regulated. Four genes involved in the chemotaxis signal transduction system were up-regulated including the genes for three chemoreceptors (*aer, tar *and *trg*) and the CheA kinase (*che*A), which activates the CheY response regulator via phosphorylation and then influences flagellum activity through interaction with the motor. These findings also agree with proteomic data that showed that enzymes of chemotaxis (CheAY) and flagellar biosynthesis (FliC) were detected only in the *ada *mutant strain (Figure 3, Additional file 1: Table S1). These chemotaxis genes are not directly regulated by FlhDC, but are controlled by the flagellum sigma factor, σ^F^, encoded by *fli*A. However, the expression of *fli*A was not significantly changed with time in the *ada *mutant cells, although the *fli*AYZ operon is regulated by FlhCD. 

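Among the chemotaxis genes, aer had a log2 ratio of 1.51 in the ada mutant at 0.5 h, trg of 1.09, cheA of 1.06 and tar of 0.95. Together with the 7 flagellar genes flhC, flhD, flgA, flgH, flhB, fliS and fliT, 7 of 11 genes were above 1 on the values as deposited. With the median of all genes set to 0, 0 of the 11 were.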

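The log2 ratios of fliA in the ada mutant were -0.47, 0.18 and 0.74 at 0.5 h, 1.5 h and 3.9 h, all within the 2-fold threshold, although at 0.5 h fliA lay past it, at -1.42, when the median of all genes was set to 0. At 0.5 h, fliY and fliZ had 0.06 and 0.93.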

The protein kinase, CheA, plays a central role in the initial excitation responses to stimuli as well as in the subsequent events associated with adaptation. The activity of the CheA kinase is increased by the increased levels of receptor methylation [26]. High levels of receptor methylation have been correlated with tumbly behavior, providing evidence that changes in receptor methylation mediate adaptive responses to attractant and repellent stimuli. Thus, the increased expression of these genes is closely related to negative Ada-dependent regulation in *E. coli *and Ada might negatively affect the protein components of bacterial chemotaxis. The flagellar biosynthesis genes and chemotaxis genes seem to contribute to protecting the viability of *ada *mutant cells by transferring methyl group to methyl-accepting proteins (MCP) such as Aer, Tar and Trg.

### Increased expression levels of the genes and proteins related to drugs or antibiotics resistance

The *ada *mutant cells that are hypersensitive to alkylating agents compared to wild-type cells might need to activate the expression of drug or antibiotic resistance genes to reduce their susceptibility to alkylation damage. In fact, many genes involved in these functions were found to be induced, some rapidly and some later in response to MMS treatment (Figure 4). The expression level of the *fsr *gene responsible for fosmidomycin resistance was rapidly and continuously induced in both strains after MMS treatment, and this gene also showed increased expression in the *ada *mutant strain compared to the wild-type under normal growth condition. Additionally, genes encoding the multiple antibiotic resistance protein (*mar*ABR), microcin B17 uptake protein (*sbm*A), and putative resistance protein (*yde*A) were also up-regulated in both strains at 3.9 h post MMS treatment, in the stationary phase. This observation is consistent with the fact that the Ada regulon is highly induced during the stationary phase [24] and that it protects cells from active alkylators produced by nitrosation of amino acids [1,2]. However, some of genes belonging to this function showed different expression patterns between the strains. For example, the genes encoding multidrug resistance proteins (*emr*ABDE) were rapidly induced at 0.5 h profile in the *ada *mutant strain and decreased afterwards. On the other hand, some of these genes (*emr*BEY) were increased later at 3.9 h profile only in the wild-type strain. This result suggests that the *ada *mutant strain might require a timely and rapid induction of the drug or antibiotic resistance genes to reduce its susceptibility to alkylation damage. 

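The fsr gene had a log2 ratio of 1.08 in the untreated ada mutant over the untreated wild-type. The deposited table has no value of fsr in any of the 6 MMS comparisons, so its course after MMS was not analysed here.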

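All 5 genes were above 1 at 3.9 h in both strains. In the wild-type the log2 ratios of marA, marB, marR, sbmA and ydeA were 1.31, 1.55, 1.93, 2.51 and 1.84, and in the ada mutant 1.23, 1.15, 1.16, 2.53 and 1.11. With neighbour-subtracted values only marA stayed above 1, at 1.34 and 1.56. Those of marB, marR and ydeA in the ada mutant then changed sign, to -0.010, -0.015 and -0.096.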

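The genes emrA, emrB and emrE of the ada mutant at 0.5 h had log2 ratios of 1.23, 1.67 and 1.16, and emrD 0.95. None of the 4 was above 1 relative to the median of all genes. At 1.5 h the 4 values lay between -0.48 and 0.04, and at 3.9 h 0 of the 4 were above 1.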

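At 3.9 h in the wild-type, emrB and emrE had log2 ratios of 1.74 and 1.31, the latter 0.98 relative to the median of all genes. The emrY gene has no value in the MMS comparisons used here. Both genes were below 1 in the ada mutant at 3.9 h, with 0.97 and 0.65. Whether the strains differ was not tested, since each comparison has 1 column.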

Proteome data also showed induction of proteins related to detoxification (AhpF and NfnB) in both strains following MMS treatment. Alkylating agents that target DNA-associated processes are anticipated to be far more specific and effective as antibiotics or drugs [3-5]. This seems to be why the drug or antibiotics resistance genes were expressed upon MMS treatment. In addition, it has been demonstrated that DNA repair is enhanced in drug-resistant cell lines and tumors [3]. These results indicate that the expression of drug or antibiotic resistance genes might be affected in the DNA repair processes.

In addition, proteome analysis indicated that RcsB responded to peptidoglycan damage and contributed to intrinsic antibiotic resistance of *E. coli *[27] was synthesized at high level in the *ada *mutant strain. The finding allowed us to further examine the changes of the expression levels of drug or antibiotic resistance genes from transcriptome profiles. Hirakawa *et al*. [28] demonstrated that overexpression of fifteen genes, *bae*R, *cit*B, *cpx*R, *evg*A, *fim*Z, *kdp*E, *nar*LP, *omp*R, *rcs*B, *rst*A, *tor*R, *yed*W, *yeh*T and *dcu*R, which are response regulators of two-component signal transduction systems in *E. coli*, conferred increased single- or multidrug resistance. Interestingly, as shown in Figure 4, most of these genes, including the *bae*R, *cit*B, *cpx*R, *evg*A, *fim*Z, *omp*R, *rcs*B, *rst*A and *yed*W genes, were up-regulated in the *ada *mutant strain at 0.5 h after MMS treatment. 

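Of the 15 regulator genes, 14 had a value in the ada mutant at 0.5 h, rstA having none, and 8 of the 14 were above 1. Among the genes named here, fimZ, baeR, evgA, citB, yedW and cpxR had log2 ratios of 2.10, 1.38, 1.30, 1.18, 1.07 and 1.03, while rcsB had 0.997 and ompR 0.89. The others above 1 were dcuR (1.25; listed as yjdG) and kdpE (1.12). The median of the 14 was 1.05, at the 67.9th percentile of 10000 random lists of the same size in this comparison. When the median of all genes was set to 0, 1 of the 14, fimZ, stayed above 1.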

Expression of the cognate sensor gene of two-component transduction systems (*bae*RS, *cit*AB, *cpx*AR, *evg*AS and *rst*AB, but not *yed*VW) increased coordinately when it was cotranscribed with the regulator. 

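The sensor genes baeS, citA, cpxA, evgS and rstB had log2 ratios of 1.08, 1.64, 1.35, 2.20 and 1.41 in the ada mutant at 0.5 h, and yedV had 0.43. Relative to the median of all genes, only evgS was above 1.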

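The ampC and envZ genes had log2 ratios of 1.14 and 1.37 in the ada mutant at 0.5 h, or 0.20 and 0.42 relative to the median of all genes.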

Increased expression levels were also observed when the sensor was even in a separate operon (*fim*Z-*amp*C and *omp*R-*env*Z). However, no induction of these two-component transduction genes was observed in MMS-treated wild-type strain. These findings show that the up-regulated genes of the bacterial two-component signal transduction systems might confer MMS resistance in the absence of the *ada *gene, through the control of the expression of drug or antibiotic transporter genes [29,30]. This type of response regulator-mediated drug resistance might be required for acquiring MMS toxicity resistance although the mechanism of the response is not yet clear. Furthermore, this is closely correlated with the finding that increased expression levels of the genes involved in transport systems are seen in the 0.5 h profile of the *ada *mutant strain (Figure 4). 

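In the wild-type at 0.5 h, 0 of the 8 regulators named as raised in the mutant and having a value were above 1. Of the 8 genes that the paper treats as sensors, ampC among them, 0 were above 1. Among all 14 regulators with a value, kdpE, which is not one of those named, was above 1, and the median of the 14 was -0.04, at the 72.8th percentile. At 3.9 h in the wild-type, kdpE, evgA and fimZ were above 1, the last 2 both with 1.34.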

The influx and efflux of solutes through the cell might also play a major role in intrinsic tolerance of bacteria to drugs and toxic compounds as adaptive responses.

### Induction of DNA repair mechanisms

The prevention of the mutagenic and lethal consequences of DNA damage requires the timely expression of DNA repair and protective genes, in order to maintain the integrity of the genome and viability of the cell. As pointed out before, Ada is an important transcriptional regulator in addition to having a direct role as a methyl acceptor during DNA repair. Thus, the up-regulated expression of the *ada *gene positively affects cell adaptation of alkylation damage by MMS in *E. coli *W3110 strain. The high level of *ada *expression, together with high level of 3-methyladenine-DNA glycosylase (encoded by the *alk*A gene), might be sufficient to repair these lesions, making high-level expression of the *aid*B and *alk*B genes unnecessary at 0.5 h after MMS treatment. This coordinated expression of the *alk*A and *ada *genes is noteworthy in that the two gene products repair different types of alkylation damage by different mechanisms, as illustrated [21]. The linked regulation of these two proteins thus optimizes the repair of several diverse lesions that are likely to be formed in DNA by a single alkylating agent. However, it can be postulated that *ada *mutant strain express higher amounts of other genes involved in DNA repair systems, as well as two different 3-methyladenine-DNA glycosylases (*tag *and *alk*A) in order to compensate for its function. 

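The tag transcript had log2 ratios of 1.44, -0.18 and 0.08 in the ada mutant at 0.5 h, 1.5 h and 3.9 h. Relative to the median of all genes its value at 0.5 h was 0.50.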

Recent studies have demonstrated the presence of a second DNA repair methyltransferase, encoded by the *ogt *gene, for the direct repair of alkylating lesions in *E. coli*, in which the *ada *gene has been inactivated by mutation [31]. This was consistent with our observation that the expression of the *ogt *gene was highly up-regulated at 0.5 h in the MMS-treated *ada *mutant cells, showing that the *ogt *gene is required for cell adaptation in the absence of the *ada *gene. In addition, the expression of the *alk*B gene continually increased in MMS-treated *ada *mutant strain, revealing that these genes can trigger the adaptive response to alkylating agents in the *ada *mutant strain.

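The log2 ratio of ogt in the ada mutant was 2.33 at 0.5 h, or 1.38 relative to the median of all genes, and -0.20 and -0.22 at 1.5 and 3.9 h. In the wild-type it was -0.28 at 0.5 h.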

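The log2 ratios of alkB in the ada mutant were 0.89, 1.17 and 0.88 at 0.5 h, 1.5 h and 3.9 h, so that 1 of the 3 passed the 2-fold threshold. At 0.5 h the value was -0.06 relative to the median of all genes. The neighbour-subtracted value was 1.87. It holds the median of 0.95 added back, so it compares with 0.89 and not with -0.06.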

Another reaction that operates by the direct reversal of damage in the DNA of the *ada *mutant strain at 0.5 h is that of the DNA photolyase, encoded by the *phr*B gene [32]. 

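For the 18 repair genes phrB, nth, nei, xthA, nfo, vsr, mutH, mutL, mutT, uvrA, uvrB, uvrC, uvrD, mfd, recA, lexA, umuD and umuC, 16 log2 ratios were above 1 in the ada mutant at 0.5 h, with a median of 1.50. The value of nei was 1.69, that of nth 1.72, that of phrB 1.92 and that of mfd 1.47. Those of nfo and xthA were 0.996 and 0.70. The mismatch repair genes vsr and mutL had 1.22 and 1.06, and mutT 1.17. The genes uvrC and uvrD had 1.50 and 1.08. When the median of all genes was set to 0, 2 of the 18, umuC and umuD, stayed above 1, and 17 of the 18 lay above that median.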

Other up-regulated genes and proteins involved in DNA repair [24] at 0.5 h in the *ada *mutant strain are endonuclease III and VIII (*nth*); exonulease III (*xth*A); endonuclease IV (*nfo*); mismatch repair (*vsr *and *mut*HL); cleaning of precursor pool (*mut*T); nucleotide excision repair (*uvr*ABCD, and *mfd*); and post-replication repair, SOS regulation and translesion synthesis (*rec*A, *lex*A and *umu*DC). Moreover, redox control of transcription (*sox*RS) and DNA ligase (*lig*) were moderately increased at 0.5 h in the *ada *mutant strain. 

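For soxR, soxS and lig in the ada mutant at 0.5 h the log2 ratios were 0.96, 0.90 and 0.95, or 0.0077, -0.05 and -0.0025 relative to the median of all genes.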

Proteome analysis also indicated that RecA was significantly increased in the wild-type strain after MMS treatment and decreased afterwards. On the other hand, it was relatively rapidly and continually increased in the *ada *mutant strain after MMS treatment. These results indicate that the adaptive response is regulated partially by the SOS response, a complex, graded response to DNA damage that includes timely induction of gene products that block cell division and others that promote mutation, recombination and DNA repair. However, it has been reported that the adaptive response is distinct from previously characterized pathways of DNA repair, particularly from the SOS response [8,33]. These findings indicated that the adaptation did not lead to expression of SOS functions, since the *rec*A and *lex*A mutant cells that were unable to perform SOS repair could be adapted to alkylating agents, such as MNNG [8,33]. This is inconsistent with our result that showed high expression levels of genes involved in SOS response in the MMS-treated wild-type and *ada *mutant strains. 

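A list of 25 LexA-regulated (SOS) genes fixed before the data were examined had 23 genes with a value in the MMS comparisons. In the wild-type its median log2 ratio was 0.92, 0.63 and 0.84 at 0.5 h, 1.5 h and 3.9 h, or 1.05, 0.63 and 0.51 relative to the median of all genes. Among 10000 random lists of the same size these medians lay at the 100th, 100th and 99.7th percentile, as a description of the arrays. At 0.5 h, 10 of the 23 were above 1, and recA had 0.97. With neighbour-subtracted values the median at 0.5 h was 0.81, still at the 100th percentile.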

Their expression levels in the *ada *mutant strain were the higher than the wild-type strain.

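In the ada mutant, the median log2 ratio of the same 23 genes was 1.93, 0.64 and 0.82 at 0.5 h, 1.5 h and 3.9 h, each at the 100th percentile of random lists. Relative to the median of all genes these medians were 0.98, 0.79 and 0.82. At 0.5 h, 21 of the 23 were above 1. The recA gene had 1.79, 2.69 and 2.33, and lexA 1.35, 2.25 and 1.51. The difference between the strains was not tested, and on the values as deposited the list at 0.5 h was no further above the median of all genes in the mutant than in the wild-type. With neighbour-subtracted values it was further above it in the mutant, by 1.21 against 0.94. This does not decide, since in the mutant at 0.5 h the subtraction had no alternation to remove. Adjacent genes there had a correlation of 0.333, and genes 2 positions apart of 0.251.

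**Figure D3:**
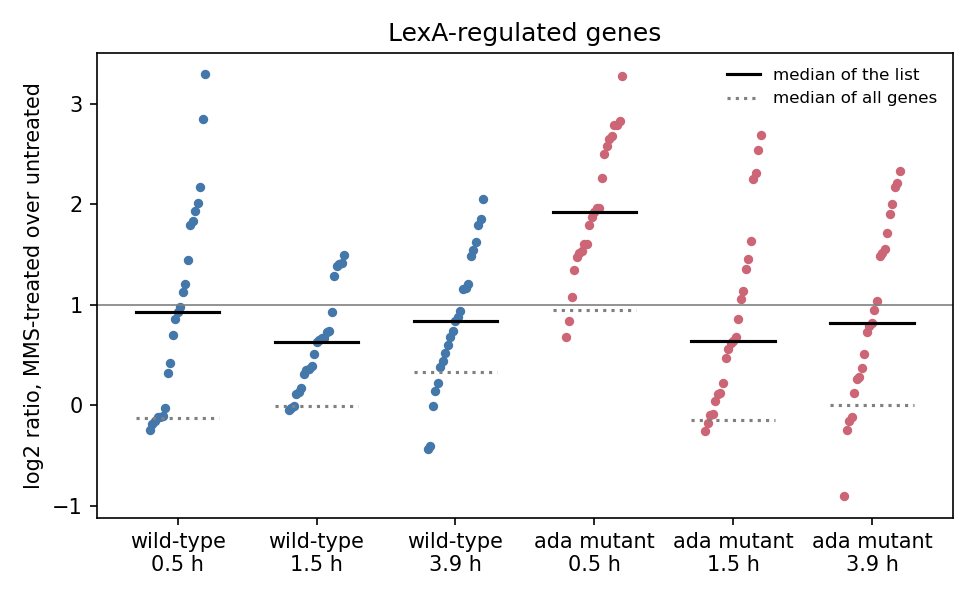
Log2 ratio of MMS-treated over untreated cells (vertical axis) for the 23 LexA-regulated genes with a value (points) in the wild-type and the ada mutant at 0.5 h, 1.5 h and 3.9 h (horizontal axis). Black bars mark the median of the list, dotted bars the median of all genes of that comparison, and the grey line the 2-fold threshold; at 0.5 h in the ada mutant both medians are raised, to 1.93 and 0.95.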

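Of the 10 genes recA, recN, ruvA, ruvB, uvrA, uvrB, uvrD, umuD, umuC and polB, 10 were above 1 in the ada mutant at 0.5 h and 5 in the wild-type. When the median of all genes was set to 0, these counts were 5 and 6. The median of the 10 was 1.92 in the mutant and 1.09 in the wild-type. In the mutant, ruvA and ruvB had log2 ratios of 1.61 and 1.97, and in the wild-type 0.42 and -0.12.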

The up-regulated LexA regulon included DNA recombination and repair genes (*rec*AN and *ruv*AB), nucleotide excision repair genes (*uvr*ABD), the error-prone DNA polymerase genes (*umu*DC) and DNA polymerase II gene (*pol*B). Continued up-regulation of the LexA regulon suggests that blockage of DNA replication and/or DNA damage persists, leading to SOS signaling. These results indicate that SOS-induced levels of these gene products are needed for the adaptive response caused by MMS. In particular, other SOS-inducible gene products are required for efficient adaptive response in the absence of the *ada *gene to compensate for its role. For example, it was evident that DNA damage caused by MMS led to a significant induction of the *dna*NQ gene expression [34], suggesting a requirement for increased amounts of at least some DNA polymerase III holoenzyme subunits for recovery from the DNA damage caused by MMS. Our results are in agreement with the other findings and additionally show that enhanced amounts of at least some subunits of the DNA polymerase III holoenzyme (*dna*NT) might be necessary to repair DNA damage caused by MMS. 

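The dnaT gene had a log2 ratio of 1.57 in the ada mutant at 0.5 h, and dnaQ of 0.40. The dnaN gene has no value in the MMS comparisons used here. Relative to the median of all genes dnaT had 0.62.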

The up-regulated DNA biosynthesis-related genes included the genes for chromosome replication (*dna*C) and DNA primase (*dna*G). However, these genes did not increase in MMS-treated wild-type cells. This result suggests that increased amounts of at least some subunits of DNA polymerase III holoenzyme are required for repair and recovery of MMS induced DNA damage, in agreement with the small number of polymerase molecules per cell.

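The log2 ratio of dnaC in the ada mutant at 0.5 h was 0.71 and that of dnaG 1.07. Relative to the median of all genes these were -0.24 and 0.12.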

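None of the 4 genes with a value was above 1 in the wild-type at 0.5 h. For dnaQ, dnaT, dnaC and dnaG the log2 ratios were 0.34, -0.19, 0.35 and -0.42.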

Taken together, the increase in expression of these genes seems to be connected to the SOS response, and provides evidence that the adaptive response is a timely response that is tightly regulated in a coordinated fashion, through both positive and negative control by the SOS and other DNA repair systems. Interestingly, the adaptation of the *ada *mutant strain appears to occur within a narrow window in response to the level of SOS induction.

## Conclusion

*E. coli *responds to alkylation stress by activating sets of co-regulated genes that help the cell to maintain homeostasis. Overall, the transcriptional and translational responses of the *ada *mutant strain by alkylation damage are similar to those of the wild-type strain, but some differences between the strains were observed within a narrow window following MMS treatment. The *ada *mutant strain showed that the adaptive response mediated a strong induction of many genes involved in DNA replication, recombination, modification and repair. This indicates that the adaptive response in the *ada *mutant strain by MMS treatment is a tightly regulated response that functions in a timely and coordinated fashion and is controlled both positively and negatively by the SOS and other DNA repair systems. Secondary effects of increased expression of drug or antibiotic resistance genes were observed with up-regulation of many transporter-related operons for acquiring MMS toxicity resistance. An additional interesting observation is that the *ada *mutation resulted in derepression of bacterial chemotaxis and flagellar synthesis, which suggests an additional role of Ada as a negative transcriptional regulator for the expression of the genes involved in chemotaxis and flagellar synthesis, although the Ada regulator might have only a limited influence on cellular physiology under normal growth condition.

## Methods

### Bacterial strains

*E. coli *W3110 (derived from K-12, λ^-^, F^-^, prototrophic) and its *ada *mutant (WA; W3110*ada*::Km^r^) strains were used in this study. The mutant strain was constructed by disrupting the *ada *gene in the chromosome of *E. coli *W3110 by a homologous recombination system using λ Red recombinase [35].

### Culture conditions and MMS treatment

Cells were cultivated at 37°C and 250 rpm in 100 mL of Luria-Bertani (LB) medium (10 g/L tryptone, 5 g/L yeast extract, and 5 g/L NaCl) in 250-mL Erlenmeyer flasks. Cells grown for 15 h were diluted 1:100 in fresh LB medium and further cultured to an optical density at 600 nm (OD_600_) of 0.4. Methyl methanesulfonate (MMS; Sigma-Aldrich, St. Louis, MO, USA) was added to 0.04% v/v [20], and cells were collected at predetermined sampling times (0.5, 1.5 and 3.9 h) for the analyses of transcriptome and proteome. For comparison, both strains were also grown without MMS addition as controls. Cell growth was monitored by measuring the OD_600 _using a spectrophotometer (Ultraspec3000; Pharmacia Biotech, Uppsala, Sweden). When required, ampicillin (50 μg/mL) and/or kanamycin (35 μg/mL) were supplemented.

### DNA microarray analysis

All procedures including RNA preparation, cDNA labeling, DNA hybridization and data analysis were carried out as described previously [36]. GenePlorer TwinChip *E. coli*-6 K oligo chips (GT3001; Digital Genomics, Seoul, Korea) were used according to the manufacturer's protocol. The microarray images were obtained using the Axon Scanner (Axon, Inc., Union City, CA, USA), and analyzed using the GenePix 3.0 (Axon) and Genesis 1.5.0. beta 1 http://genome.tugraz.at softwares. Briefly, the signal intensities higher than the mean background intensities by 3-fold greater than the overall standard deviation were chosen. Global normalization was carried out by dividing each of fluorescence intensities by their sums. The expression level of each gene was normalized to the variance of 1. Duplicate replicates were carried out. DNA microarray data are available in Additional file 2. All DNA microarray data were also deposited in Gene Expression Omnibus (GEO) database (GSE16565).

### Real-time PCR analysis

Real-time PCR analysis was performed as described previously [36] with the iCycler iQ real-time PCR detection system (Bio-Rad) using the iQ SYBR Green Supermix (Bio-Rad). The *rrsB *gene was used as a reference gene for normalization, and the data were analyzed using the 2^-ΔΔ*C*^_T _method [37]. The amplicons were obtained using the following primer sets.

*ada*-for (5'-GAAACGCCTGTAACGCTGG-3')

*ada*-rev (5'-GGCTTTAGGCGTCATTCCG-3')

*alk*A-for (5'-TGGCGAACGGCTGGATGATT-3')

*alk*A-rev (5'-TTCAACGGCATACCTAACGCTTT-3')

*alk*B-for (5'-GCCCATTGATCCGCAAAC-3')

*alk*B-rev (5'-CTGGAAATCTGGATAGCCCG-3')

*aid*B-for (5'-GAACGGCTGAATCCCTTGAACTG-3')

*aid*B-rev (5'-TGAAAACGCACATCG TCCAGAC-3')

### Two-dimensional gel electrophoresis

Two-dimensional gel electrophoresis (2-DE) experiments were performed using the IPGphor IEF system (GE Healthcare Life Sciences, Chalfont St. Giles, UK) and Protean II xi Cell (Bio-Rad, Hercules, CA, USA) as described previously [38]. Cell extracts were obtained as reported previously [39]. The protein samples (200 μg) were applied to the Immobiline DryStrips (18 cm, pH 3-10 NL; GE Healthcare) using in-gel rehydration in an IPGphor (GE Healthcare) using five phases of stepped voltages from 200 to 8000 V with total focusing of 60 kV·h. The strips were then placed on 12% w/v SDS-PAGE gels prepared by the standard protocol [40]. Protein spots were visualized using a silver staining kit (GE Healthcare) and the stained gels were scanned by a UMAX PowerLook 2100XL Scanner (UMAX Technologies, Inc., TX, USA). PDQuest 2-D Analysis Software (Bio-Rad) was used to automate the process of finding protein spots within the image and to quantify the density of the spots on a percentage of volume basis. Features resulting from non-protein sources (e.g. dust particles and scratches) were filtered out and protein spots were normalized and pairwise image comparisons were performed. At least triplicate gels of each sample were analyzed. All protein spots exhibiting at least 2-fold differences between the samples were evaluated for statistical significance using the Student's *t*-test and all spots with *p *values of < 0.05 were matched with the corresponding spots on the silver stained images for identification using LC-MS/MS.

### LC-MS/MS and data analysis

For protein identification by the MS/MS analysis, samples were prepared as described previously [41]. Tryptic peptides (10 μL aliquots) were analyzed by a nano-LC/MS system consisting of an Ultimate HPLC system (LC Packings, Amsterdam, Netherlands) and a quadrupole-time-of-flight (Q-TOF) MS (Micromass, Manchester, UK) equipped with a nano-ESI source as described previously [39]. The MASCOT search server (version 1.8; http://www.matrixscience.com/) was used for the identification of protein spots by querying sequence of the trypsin digested peptide fragment data. Reference databases used for the identification of target proteins were UniProt Knowledgebase (Swiss-Prot and TrEMBL; http://kr.expasy.org/) and NCBI http://www.ncbi.nlm.nih.gov/.

## Authors' contributions

JHB carried out the transcriptome analysis. MJH carried out the proteome analysis. JSY participated in the protein sequence analysis. JHB, MJH and SYL designed the study and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. Proteins and genes exhibiting significant quantitative differences at 0.5 h proteome and transcriptome profiles. *E. coli *W3110 and *ada *mutant strains were cultivated under MMS-treated and -untreated conditions. Click here for file

Additional file 2 **Transcriptome analysis data.** The expression levels of the genes in *E. coli *W3110 and its *ada *mutant strains at 0.5, 1.5 and 3.9 h after MMS treatment based on the corresponding untreated control. The differentially expressed genes more than 2-fold were regarded as up- or down-regulated genes and further classified based on functional categories at each time point. Click here for file

# Supplementary material for: Transcriptome and proteome analyses of adaptive responses to methyl methanesulfonate in Escherichia coli K-12 and ada mutant strains
**Source:** BMC Microbiol. 2009 Sep 3;9:186. doi: 10.1186/1471-2180-9-186
**Supplement:** Additional file 1 — Table S1. Proteins and genes exhibiting significant quantitative differences at 0.5 h proteome and transcriptome profiles. E. coli W3110 and ada mutant strains were cultivated under MMS-treated and -untreated conditions.

**Table S1 - Proteins and genes exhibiting significant quantitative differences at 0.5 h proteome and transcriptome profiles.** *E. coli* W3110 and *ada* mutant strains were cultivated under MMS-treated and -untreated conditions.

1 The gene name, description of identified proteins and accession number are from the ExPASy Proteomics Server (http://kr.expasy.org/). The search is performed on the current UniProt Knowledgebase release (Swiss-Prot and TrEMBL).

2 Calculated p*I*, MW and sequence coverage are from MASCOT search results of Matrix science (http://www.matrixscience.com/) based on the genome information.

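The transcriptome columns of Table S1 give folds, not log2 values, of the untreated ada mutant over the wild-type and of MMS-treated over untreated cells of each strain at 0.5 h. Of its 76 genes, 75 were found by name or synonym in the deposited table, and 203 folds were present in both. Of these, 198 were within 0.05 or 5% of the fold computed from the deposited log2 ratio, and the largest ratio between a pair of values was 1.38. Table S1 has 8 folds for which the deposited table has no log2 ratio. The protein columns come from gels, which were not analysed here.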

3 Fold differences were calculated from at least triplicate proteome experiments (P) and duplicate transcriptome experiments (T). All proteins are statistically significant with *p* values of < 0.05. Spots that were only detected in *E. coli* W3110 or *ada* mutant under MMS-untreated and –treated conditions were arbitrarily assigned a fold difference of: W, WA, W_MMS and WA_MMS, respectively.

4 Proteins show a different isoform on 2-D gels according to a given condition.

How the deposited data were processed for this re-analysis (not part of the article)

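The data are log2 ratios from 2-colour oligonucleotide arrays (GenePlorer TwinChip) of E. coli W3110 and its ada mutant. The 6 MMS comparisons set cells treated with 0.04% (v/v) MMS against untreated cells of the same strain at 0.5 h, 1.5 h and 3.9 h. A further comparison set the untreated ada mutant against the untreated wild-type at 0.5 h. The sample conditions were taken from the sample labels, which name the strain, treatment, sampling point and dye of both channels. The authors kept spots with intensities above background, divided each intensity by the sum of its channel and took the log2 of Cy5 over Cy3. The values are not centred on their median. The paper also states a variance of 1 for each gene, which the values do not show. It states that duplicate experiments were carried out, while 1 column of values per comparison was used here, and how duplicates were combined is not named in the paper's text. The depth of single spots was not analysed here, and the number of arrays limits the precision.

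The table held 4280 gene names, each once, and 3995 had a value in all 7 comparisons. In the wild-type MMS comparisons 237 genes had no value, in those of the ada mutant 258, and 213 genes had a value only in the untreated comparison. The first 1999 of 4043 genes listed in the authors' supplementary table of the wild-type have the same log2 ratios within rounding, and the rest of that table was not used here. No overlap or enrichment was computed from it. The authors' lists of genes above 2-fold in the wild-type gave the functional groups.

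Genes were counted as up-regulated above a log2 ratio of 1 and as down-regulated below -1. Since each condition has 1 column, no test and no p-value was computed. For gene lists, the median log2 ratio was placed among those of 10000 random lists of the same size from the same comparison, as a description. The lists of the paper's sentences, lists of LexA-regulated, heat shock and sigma-S-regulated genes, and families by gene name (ribosomal protein, flagellar and chemotaxis genes) were written before the data were examined. So were the alternatives, except the neighbour subtraction. Genes were named from those that the paper names for a sentence, the genes of these lists, and the 5 highest and 5 lowest log2 ratios of each comparison, and not each of these is named. Of the genes past 2-fold in opposite directions in both strains, it names the 5 with the largest difference. Names listed under synonyms were matched by the annotation of assembly ASM584v2 or by the synonym in Table S1 (among them dcuR as yjdG, garR as yhaE and dinB as dinP), and yadW, molR and, in Table S1, rmlA1 were not matched.

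The alternatives were to set the median of each comparison to 0, to use a 3-fold threshold, to divide each comparison by its standard deviation with a threshold of 2, and to count only genes with a value in all comparisons. Counting each table entry by itself changed nothing, since no name occurs more than once. Correlations were also computed as rank correlations, and lists also by their mean. A count was taken as unchanged within 1.5 times, a correlation within 0.1 with no change of sign and a percentile within 10 points. Chosen after the pattern was seen, the neighbour subtraction took from each gene the median of its 10 nearest genes at even distances, at least 5 with a value, and added back the median of all genes. Of the gene names, 4154 matched the assembly and 4050 were placed in the gene order. The order carries no strand here, so adjacent genes on the same strand and on opposite strands were not separated. Shuffles and rotations of the gene order were drawn 1000 times.

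The counting and the subtraction were tested on simulated data. With 200 changed genes among 4050, 199 were called without an added layout and 0 of 3850 unchanged genes. With an alternating layout added, 494 unchanged genes were called, and 46 of 3844 after the subtraction. The changed genes were placed at random along the gene order. Loss of signal shared by neighbours that truly change together was therefore not simulated. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Proteome gels, real-time PCR and the supplementary lists of the ada mutant were not analysed here.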

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

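The comparison with the neighbour subtraction and the count from independent calls were tests chosen after these genes were seen.

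At 1.5 h, 8 genes were past 2-fold in opposite directions in both strains, which is what singled them out. The 5 with the largest difference, wild-type minus ada mutant, were acs (3.23), aldA (3.09), wzzB (-2.90), sdhB (2.72) and gltA (2.64). In the wild-type, acs, aldA, sdhB and gltA had log2 ratios of 1.47, 1.48, 1.41 and 1.16, and in the ada mutant -1.76, -1.60, -1.31 and -1.48. The wzzB gene had -1.43 and 1.47. The others were aceA, aceB and sdhA, named after their values were seen. Each strain has 1 column, so the difference between the strains was not tested. If the calls fell independently in both strains, 2.06 such genes would be expected at 1.5 h, but genes of shared operons do not count as independent. An array layout that repeats along the gene order was tested as a technical explanation over the 10 such genes of the 3 time points. After the neighbour subtraction 5 of the 10 stayed past 2-fold in opposite directions. These were aceA, aceB, acs, aldA and sdhA, all at 1.5 h, which argues against the layout as their whole cause. In the wild-type, gltA, sdhB and wzzB then had 0.24, 0.47 and -1.38, and in the ada mutant -2.01, -1.89 and 0.76. The strains stayed on opposite sides of 0, which argues against the layout as the whole cause of these differences as well. For the call in the strain that fell within 2-fold, the layout stays open. Of the 8, 7 were higher in the wild-type, and most of these encode enzymes of acetate use and the citric acid cycle. A difference between the cultures in growth stage or carbon source use at 1.5 h was not tested and stays open, as do errors of a single array.

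At 0.5 h, yagB differed by 2.78, with 1.02 in the wild-type and -1.77 in the ada mutant, and at 3.9 h fliC differed by 3.15, with 1.09 and -2.07. Neither difference was tested. After the neighbour subtraction 0 of these 2 stayed past 2-fold in both strains. The value of yagB then was -0.32 in the wild-type and -0.66 in the ada mutant, so that yagB lost its call in both strains. For fliC the ada mutant kept its value (-1.98) and the wild-type had 0.96. The wild-type values of yagB and fliC lay close to the threshold before it, and the median of all genes at 3.9 h in the wild-type was 0.33.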

How the results depend on the processing

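The neighbour subtraction was the only alternative chosen after the data were seen; the cause of the changes was not tested unless named.

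With genes counted only where all 7 comparisons have a value, every count and list count stayed within 1.5 times. Correlations between comparisons stayed within 0.1; that of the ada mutant at 0.5 and 3.9 h, close to 0, changed sign, from -0.0019 to 0.0044. The trend with distance from the origin moved by less than 0.1 in all 7 comparisons with Pearson's r. Close to 0, it changed sign in the wild-type at 0.5 h, from -0.024 to 0.0096. It also did so in the ada mutant at 3.9 h, from -0.034 to 0.0060.

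With the median set to 0, up-regulated genes numbered 408 at 3.9 h in the wild-type, and 273 at 0.5 h and 156 at 1.5 h in the ada mutant. Down-regulated genes numbered 441 at 3.9 h in the wild-type and 413 at 0.5 h in the ada mutant. The share of up-regulated among changed genes fell to 48.1% from 76.5% in the former and to 39.8% from 99.1% in the latter, and in the ada mutant at 1.5 h it rose to 87.6% from 76.1%. The ratio of up-regulated genes at 0.5 h, ada mutant to wild-type, was 0.895, against 7.90 on the values as deposited. These changes follow from the shift of the medians. In the ada mutant at 0.5 h, 0 of 11 flagellar and chemotaxis genes and 0 of 4 emr genes were above 2-fold. So were 1 of 14 regulators of 2-component systems and 1 of 8 of those the paper names as raised. Of the 8 genes that the paper treats as sensors, ampC among them and called sensors below, 1 was. Of the others, 2 of 18 other repair genes, 5 of 10 genes of the LexA regulon and 0 of 4 replication genes were above 2-fold. At 3.9 h in the wild-type, 1 of 2 emr genes was.

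With the 3-fold threshold, fewer genes pass by construction. Up-regulated genes numbered 2 in the untreated comparison, 66, 47 and 269 at 0.5 h, 1.5 h and 3.9 h in the wild-type, and 723, 19 and 97 in the ada mutant. Down-regulated genes numbered 2 in the untreated comparison, 5 and 31 at 1.5 and 3.9 h in the wild-type, and 3, 6 and 4 in the ada mutant. In the wild-type at 0.5 h, 8 of 13 DNA repair genes, 2 of 6 regulators, 4 of 10 genes of other cell processes, 0 of 14 regulators of 2-component systems and 3 of 10 genes of the LexA regulon passed. In the untreated comparison 1 of 7 flagellar and chemotaxis genes did. Of the 5 drug resistance genes at 3.9 h, 3 passed in the wild-type and 1 in the ada mutant, and of 2 emr genes in the wild-type 1. At 0.5 h in the ada mutant, 1 of 11 flagellar and chemotaxis genes, 1 of 4 emr genes, 1 of 14 regulators, 1 of the 8 named as raised, 2 of 8 sensors, 8 of 18 other repair genes and 0 of 4 replication genes passed.

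With each comparison divided by its standard deviation, 238 genes were up-regulated and 23 down-regulated in the untreated comparison, and 256 and 29 at 3.9 h in the wild-type. The ada mutant had 990 and 4 at 0.5 h, and 241 and 28 at 3.9 h. The ratio at 0.5 h was 4.74. Of its genes at 0.5 h, 2 of 11 flagellar and chemotaxis genes, 1 of 4 emr genes, 1 of 14 regulators, 1 of the 8 named as raised, 2 of 8 sensors and 1 of 4 replication genes passed. At 3.9 h, 3 of 5 drug resistance genes passed in the wild-type and 2 in the ada mutant, and 1 of 2 emr genes in the wild-type.

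With the neighbour subtraction, up-regulated genes numbered 9 in the untreated comparison, 86 and 75 at 0.5 and 1.5 h in the wild-type, and 42 and 130 at 1.5 and 3.9 h in the ada mutant. Down-regulated genes numbered 18 in the untreated comparison and 46 and 50 at 0.5 and 1.5 h in the wild-type. The ratio at 0.5 h was 20.6. At 0.5 h in the wild-type, 2 of 6 regulators, 4 of 9 genes of other cell processes and 0 of 14 regulators of 2-component systems passed, and in the untreated comparison 2 of 7 flagellar and chemotaxis genes. Of 5 drug resistance genes, 1 passed in each strain at 3.9 h, and of 2 emr genes in the wild-type 1. The genes marB (-0.010), marR (-0.015) and ydeA (-0.096) changed sign in the ada mutant at 3.9 h. At 0.5 h, 3 of the 3 genes soxR, soxS and lig rose above 2-fold in the ada mutant.

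Correlations across genes changed under the neighbour subtraction as well. That of the untreated comparison was 0.265, 0.131 and 0.333 with the wild-type at 0.5 h, 1.5 h and 3.9 h, and -0.0018, a change of sign, and 0.188 with the ada mutant at 1.5 and 3.9 h. That of the wild-type at 0.5 h was 0.020 and 0.033 with 1.5 and 3.9 h, and -0.035, 0.220 and 0.178 with the ada mutant at 0.5 h, 1.5 h and 3.9 h. Both strains at 1.5 h had 0.189. Within the ada mutant, 0.5 h had -0.017 with 1.5 h and 0.074 with 3.9 h, the latter a change of sign by less than 0.1, and 1.5 h had 0.341 with 3.9 h. As rank correlations, those of the wild-type at 0.5 h with 1.5 h, 3.9 h and the ada mutant at 3.9 h were 0.081, 0.038 and 0.310. That of adjacent genes in the ada mutant at 1.5 h was 0.169.

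Percentiles of lists did not change with the median set to 0, by construction. With the mean in place of the median, 15 of 56 moved by 10 points or more, and with the neighbour subtraction 25 of 56. With the mean, the LexA-regulated list was at 62.4 in the untreated comparison. The heat shock list was at 6.35 there, at 5.92 in the wild-type at 1.5 h and at 17.4 in the ada mutant at 0.5 h. The sigma-S list was at 66.6 in the ada mutant at 1.5 h. Ribosomal protein genes were at 26.8 in the wild-type at 0.5 h and 8.34 in the ada mutant at 3.9 h. Flagellar genes were at 35.0 and 99.2 in the wild-type at 0.5 and 3.9 h, and chemotaxis genes at 78.7 at 0.5 h. The regulators of 2-component systems were at 70.2 in the untreated comparison, 45.6 and 63.2 in the wild-type at 1.5 and 3.9 h, and 80.5 and 87.7 in the ada mutant at 0.5 and 3.9 h.

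With the neighbour subtraction, the heat shock list was at 45.6 in the untreated comparison and 43.4 in the wild-type at 1.5 h. The sigma-S list was at 0.34 in the wild-type at 1.5 h, and at 27.5 and 0.19 in the ada mutant at 0.5 and 1.5 h. Ribosomal protein genes were at 67.9 in the wild-type at 0.5 h and 63.4 in the ada mutant at 3.9 h. Flagellar genes were at 52.8 in the untreated comparison, 5.59, 72.2 and 34.0 in the wild-type at 0.5 h, 1.5 h and 3.9 h, and 13.2 and 14.0 in the ada mutant at 0.5 and 3.9 h. Chemotaxis genes were at 87.6 in the untreated comparison, 63.3, 32.0 and 78.8 in the wild-type and 63.3 in the ada mutant at 3.9 h. The regulators of 2-component systems were at 87.1 in the untreated comparison, 32.5, 10.3 and 25.3 in the wild-type, and 50.7 and 20.7 in the ada mutant at 0.5 and 3.9 h. The LexA regulon of the paper was at 51.0 in the untreated comparison. The LexA-regulated list stayed at 99.4 or above in all 6 MMS comparisons.

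Among the values of named genes, 282 of 345 kept their side of the threshold with the median set to 0, 263 with the 3-fold threshold, 297 of 345 with division by the standard deviation and 275 of 342 with the neighbour subtraction.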

Differences from the paper's values

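The neighbour subtraction was chosen after the values were seen; the other alternatives were set before.

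The numbers of up- and down-regulated genes that the paper's text gives for the wild-type at 0.5 h, for up-regulated genes of known function at 3.9 h and for the untreated comparison equal those computed here. For the wild-type at 1.5 h, 96 up-regulated genes of known function were counted, and about 94 in Fig. 2, read by eye. For the ada mutant, the counts of genes of known function were not computed here.

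The supplementary table of the wild-type has a column of p-values, of which 1201 at 1.5 h are above 1 in the part used here, with a largest value of 1.05. A p-value cannot exceed 1, and the column was not used here.

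The bars of garR in Fig. 3, drawn on an axis marked as log2, are about 0.8, 0.8 and 0.8 in the wild-type and about 1.9, 0.9 and 0.6 in the ada mutant, read by eye. The log2 ratios of garR (yhaE) were -0.42, -0.22 and -0.34 in the wild-type and 0.90, -0.21 and -0.65 in the ada mutant, and as folds 0.749, 0.861, 0.792, 1.87, 0.866 and 0.637. The bars match the folds and not the log2 ratios.

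The paper describes the alkB transcript as rising throughout in the treated ada mutant. Its log2 ratios were 0.89, 1.17 and 0.88 at 0.5 h, 1.5 h and 3.9 h. No alternative gave a rise at each step. With the median set to 0 they were -0.06, 1.32 and 0.88. With the neighbour subtraction, which adds back the median of all genes (0.95 at 0.5 h), they were 1.87, 0.49 and 0.47.

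The paper states that the group of flagellar and chemotaxis genes raised in the untreated mutant rose further at 0.5 h of MMS. Of the 7 genes it names there, 0 were above 2-fold at 0.5 h in the ada mutant under any alternative. The family of flagellar genes had a median of 0.09 against 0.95 for all genes, or 0.80 when neighbour-subtracted. Of the 11 flagellar and chemotaxis genes that the paper lists as raised at 0.5 h, 7 were above 2-fold on the values as deposited. With the median of all genes set to 0, 0 of these were.

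For flhC and flhD the paper describes a moderate increase, as for soxR, soxS and lig. Their log2 ratios lay between 0.90 and 0.96, where the median of all genes was 0.95. Below 2-fold were also tar (0.95), fliS (0.91), emrD (0.95), ompR (0.89), rcsB (0.997), xthA (0.70), nfo (0.996) and dnaC (0.71), which the paper lists as raised in the ada mutant at 0.5 h. None of these 8 was called under an alternative set before the data were examined. With the neighbour subtraction, chosen after the values were seen, rcsB (1.30), fliS (1.11) and dnaC (1.16) passed, as did flhC (1.18), soxR (1.17), soxS (1.38) and lig (1.57), while of the 1754 up-regulated genes with such a value 319 dropped out and 336 others came in.

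The paper names 9 regulators of 2-component systems as raised in the ada mutant at 0.5 h. Of the 8 with a value, 6 were above 2-fold, and 1, fimZ, with the median set to 0.

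The paper describes transport genes as down-regulated in the ada mutant after the first stress. Among the 82 with a value of those up-regulated in the wild-type at 3.9 h, the median was 1.22 at 0.5 h, 0.05 at 1.5 h and 0.85 at 3.9 h, and 0, at 1.5 h, and 34, at 3.9 h, were above 2-fold. The median of all genes fell from 0.95 to -0.15 between 0.5 h and 1.5 h, and 53 and 60 of the 82 lay above it, so most of the fall is that of the whole comparison, and 0 of the 82 were down-regulated past 2-fold at 1.5 or 3.9 h. The genes were chosen for their values in the wild-type at 3.9 h, which had a correlation of 0.725 with the ada mutant at that time.

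The paper describes higher levels of SOS genes in the ada mutant than in the wild-type. The median of the LexA-regulated list at 0.5 h was 1.93 in the mutant and 0.92 in the wild-type, and 0.98 and 1.05 with the median of all genes set to 0. At 1.5 and 3.9 h the medians were 0.64 and 0.82 in the mutant and 0.63 and 0.84 in the wild-type, and 0.79 and 0.82 against 0.63 and 0.51 with the median of all genes set to 0, which goes with the paper's description. The neighbour-subtracted medians at 0.5 h lay 1.21 and 0.94 above the median of all genes. In the ada mutant at 0.5 h adjacent genes were more alike (0.333) than genes 2 apart (0.251). The subtraction thus had no alternation to remove there, and these values do not decide.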

Other observations

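The tests of operons and of the repeat at 24 genes, the wider window for flagellar genes, the level of flagellar genes in the untreated mutant culture and the sigma-S genes were chosen after the result was seen.

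In 6 of 7 comparisons, genes 2 apart in the gene order had more similar log2 ratios than adjacent genes. In the untreated comparison the correlation of adjacent genes was -0.0058, where operons would make it the highest, which argues against co-expression in operons as the source. At a distance of 24 genes the correlation was 0.401, and 0.084 and 0.112 at 23 and 25 genes. The contrast with these odd distances only restates the alternation. Among even distances the correlation fell from 0.613 at 2 genes to 0.157 at 12, and rose again to 0.265 at 20 and 0.337 at 22. Distances beyond 25 genes were not used here, so whether 24 is a peak cannot be told. A repeat at a fixed even distance may come from the order in which probes were placed in plates and printed, and the print order itself was not used here. Such a layout was also tested between arrays of different sampling points, which both hold the untreated mutant, in opposite channels. The median of the nearest genes at even distances in the untreated comparison had a correlation of 0.481 with the genes' own log2 ratios in the ada mutant at 3.9 h. The corresponding median at odd distances was set to show none and had -0.284, so that this part of what was set out beforehand was not met, and the test does not decide. The ada mutant at 0.5 h differed. There adjacent genes had the highest correlation, 0.333, falling to 0.251 and 0.153 at 2 and 3 genes, which is consistent with operons.

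Of the genes up-regulated in the wild-type at 0.5 h, 83 of 224 stayed above 2-fold after the neighbour subtraction, and 164 of 216 when the median at odd distances was subtracted instead, so the loss does not come from subtracting any local median. Of those of the untreated ada mutant, 8 of 67 stayed. The correlation between the untreated comparison and the ada mutant at 3.9 h, from different sampling points, fell from 0.455 to 0.188. A layout effect is a candidate explanation for many of these calls. The subtraction also removes signal of neighbours that truly change together at even distances, which was not separated. The LexA-regulated genes in the wild-type at 0.5 h stayed at the 100th percentile, which argues against the layout as their whole cause. Beyond operons, no biological explanation of the alternation was tested.

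The flagellar genes in the untreated mutant lie in clusters, so the layout was also estimated from genes outside these families. With the 10 nearest genes, 14 of 42 had a value and their median was at percentile 91.05. With a window of up to 60 genes all 42 had one, at 95.14. The limit set beforehand was 95, and the random lists have a sampling error of 0.43, so whether the layout accounts for the family cannot be told apart from a difference of the strains. The chemotaxis genes were at 67.62 with 3 of 11 genes and, past the limit, at 97.1 with all 11 in the wider window. In the ada mutant at 0.5 h, whose control is the untreated mutant culture, the median of the family relative to all genes was -0.859. This goes with more flagellar transcript in that untreated culture, and it argues against a further increase after MMS. With neighbour-subtracted values the median of the family was 0.80 against 0.95 for all genes, at percentile 13.2. It was still not raised, but how low it lies depends on the processing. Both comparisons rest on the untreated mutant at 0.5 h, and a single unusual culture stays open beside an effect of the ada deletion.

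The median of all genes in the ada mutant at 0.5 h was 0.95. The ribosomal protein genes lay below it, at percentile 0.04, as was set out for a fall of abundant transcripts under normalization by the sum. They were also set to lie lower than in the other comparisons, which was not met. Their own median was 0.456, with 34 of 51 genes above 0, where a fall of most of them would give values below 0. With no intensities used, their share of the signal is not known, and this explanation stays open. One factor shifting every gene alike would leave the spread unchanged, so the standard deviation of 0.722, within the range of the other MMS comparisons (0.436 to 0.801), does not decide, and such a factor cannot be told apart from a broad response of the mutant to MMS. For the regulators of 2-component systems, the percentile of 67.95 among random lists is near the middle, which is consistent with the shift of the whole comparison accounting for most of their values above 2-fold. By the mean the list was at 80.5, and fimZ stayed above 2-fold with the median set to 0, so the shift does not account for that gene. The LexA-regulated genes lay above the shifted median by 0.978, which the shift does not explain.

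Stalled replication could change gene dosage along the chromosome. Over the 6 MMS comparisons, the smallest number of 1000 rotations with a rank correlation as large was 87, in the ada mutant at 0.5 h. The rank correlation there was 0.087, and the largest among the rotations 0.090. Rotations by few genes leave a smooth trend almost unchanged, so this count cannot exclude a trend with distance from the origin. A change of gene dosage stays open. With Pearson's r, 15 rotations were as large in the wild-type at 3.9 h, where r was 0.0096.

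The sigma-S-regulated genes had a median of -0.91 in the wild-type at 3.9 h, below all random lists, and 0.16 at 0.5 h. If treated cells entered stationary phase later, ribosomal protein genes were set to be raised. Their median relative to all genes was -0.850, so this was not met. At 1.5 h in the wild-type that median was already -0.524, while the sigma-S-regulated genes were at -0.068. Ribosomal protein genes were thus low without a fall of the sigma-S-regulated genes, and their value at 3.9 h does not decide. The heat shock list had 0.37 in the wild-type at 0.5 h, at percentile 99.9, and -0.57 and -0.42 at 3.9 h in the wild-type and the ada mutant, below all random lists.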
